# Anti-microRNA-21 Therapy on Top of ACE Inhibition Delays Renal Failure in Alport Syndrome Mouse Models

**DOI:** 10.3390/cells11040594

**Published:** 2022-02-09

**Authors:** Diana Rubel, Joseph Boulanger, Florin Craciun, Ethan Y. Xu, Yanqin Zhang, Lucy Phillips, Michelle Callahan, William Weber, Wenping Song, Nicholas Ngai, Nikolay O. Bukanov, Xingyi Shi, Ali Hariri, Hervé Husson, Oxana Ibraghimov-Beskrovnaya, Shiguang Liu, Oliver Gross

**Keywords:** nephroprotection, renal fibrosis, type IV collagen, Alport syndrome, microRNA-21, podocytopathies, hereditary kidney diseases, kidney therapies

## Abstract

*Col4a3^−/−^* Alport mice serve as an animal model for renal fibrosis. MicroRNA-21 (miR-21) expression has been shown to be increased in the kidneys of Alport syndrome patients. Here, we investigated the nephroprotective effects of Lademirsen anti-miR-21 therapy. We used a fast-progressing *Col4a3^−/−^* mouse model with a 129/SvJ background and an intermediate-progressing F1 hybrid mouse model with a mixed genetic background, with angiotensin-converting enzyme inhibitor (ACEi) monotherapy in combination with anti-miR-21 therapy. In the fast-progressing model, the anti miR-21 and ACEi therapies showed an additive effect in the reduction in fibrosis, the decline of proteinuria, the preservation of kidney function and increased survival. In the intermediate-progressing F1 model, the anti-miR-21 and ACEi therapies individually improved kidney pathology. Both also improved kidney function and survival; however, the combination showed a significant additive effect, particularly for survival. RNA sequencing (RNA-seq) gene expression profiling revealed that the anti-miR-21 and ACEi therapies modulate several common pathways. However, anti-miR-21 was particularly effective at normalizing the expression profiles of the genes involved in renal tubulointerstitial injury pathways. In conclusion, significant additive effects were detected for the combination of anti-miR-21 and ACEi therapies on kidney function, pathology and survival in Alport mouse models, as well as a strong differential effect of anti-miR-21 on the renal expression of fibrotic factors. These results support the addition of anti-miR-21 to the current standard of care (ACEi) in ongoing clinical trials in patients with Alport syndrome.

## 1. Introduction

Alport syndrome (AS) is a hereditary disorder characterized by mutations in the genes encoding for the α3, α4 or α5 chain of type IV collagen, leading to defective glomerular basement membranes (GBMs). In the course of the disease, the thickening and splitting of the GBM are accompanied by hematuria, proteinuria and progressive renal fibrosis leading to end-stage renal failure [1,2].

Several animal models of AS have been established, one of which is the *Col4a3^−/−^* mouse model introduced by Cosgrove and colleagues [3]. Several treatments, including renin–angiotensin–aldosterone-system (RAAS) blockade, stem cells and anti-fibrotic therapy, have been evaluated in this model [4,5,6,7,8,9]. AS recently has become a treatable disease, as renal failure can be delayed by years and life expectancy improved by angiotensin-converting enzyme inhibitors (ACEi) [10,11,12]. However, new therapies beyond RAAS blockade are strongly needed to further delay renal fibrosis in AS [13].

MicroRNA-21 (miR-21) is upregulated in kidney diseases, functioning as a post-transcriptional regulator of gene expression modulating the tissue repair response after acute or chronic renal injury [14,15,16,17]. Different metabolic pathways, such as those regulated by the transcription factor PPARα, have been described as important targets for silencing by miR-21 activity in interstitial kidney fibrosis [15]. Gomez and colleagues described the effect of anti-miR-21 oligonucleotides on disease progression in *Col4a3^−/−^* Alport mice [18]. Anti-miR-21 therapy showed TGFβ-dependent antifibrotic and anti-inflammatory effects in the glomerulus as well as in the tubulointerstitium via enhanced PPARα/retinoid X receptor (PPARα/RXR) activity [18]. Further, reduced mitochondrial ROS production helped maintain the function of the tubular compartment. In conclusion, the previous data from *Col4a3^−/−^* Alport mice has raised hope that anti-miR-21 therapy might become a new therapeutic option in patients with Alport syndrome [15,18].

In the present study, we used Alport mice to inform the clinical setting for the ongoing HERA clinical trial (https://clinicaltrials.gov/ct2/show/NCT02855268, accessed on 4 December 2021) and future clinical trials involving the use of anti-miR-21 in humans with AS that already receive ACE inhibitor (ACEi) therapy [11,12,19]. To this end, two versions of the model and treatment regimens were employed. In a fast-progressing *Col4a3^−/−^* Alport mouse model with a 129/SvJ background, ACEi was started prophylactically at 4 weeks of age, while anti-miR-21 therapy was started at 6 weeks of age when kidney damage was already present. In a slower progressing (B6; 129SvJ-*Col4*α*3^tm1Dec^*) F1 model, which resulted from crossing *Col4a3^−/−^* Alport mice of 129/SvJ and C57BL/6J backgrounds, both therapies were started early at 5 weeks of age, prior to the manifestation of impaired kidney function. The effects on kidney function, pathology and survival of the individual and combined therapies were studied. RNA-seq analysis was used to investigate the pathways of gene expression that were similarly or differentially influenced by the two treatments.

## 2. Materials and Methods

### 2.1. Mouse Models and Treatments

*Col4a3^−/−^* mice (*Col4*α*3^tm1Dec^*) with a 129/SvJ background (Jackson Lab, Bar Harbor, ME, USA) were genotyped by PCR as described previously [4]. Animal study protocols were approved by the University Medical Center of Goettingen Institutional Animal Care and Use Committee (IACUC) and local German authorities. The animals were fed with R/MH diet ad libitum (V153x; Ssniff, Soest, Germany). ACEi-therapy was started pre-emptively in 4-week-old animals at 9 to 11 mg/L (to adjust for weight change) in drinking water. Ramipril (Delix^®^ Sanofi-Aventis, Berlin, Germany) was chosen as the ACEi because of previous studies in mice [4] and children [19] with AS. For this reason, the animal experiments simulated the most likely clinical scenario where AS patients would already be receiving ACEi medication as part of their standard of care before the addition of a therapy such as anti-miR-21. Anti-miR-21 Lademirsen—also known as RG-012, RG456070 or (SAR339375)—provided by Regulus Therapeutics Inc. (San Diego, CA, USA) was initiated in 6-week-old animals [18]. Anti-miR-21 (24.5 mg/kg) or PBS vehicle (Veh) were administered subcutaneously (SC) twice a week (BIW) using 5 ml/kg injection volume. Urine was collected upon spontaneous release while animal handling or by placing the mice in metabolic cages for 16 h at the indicated age.

Homozygous *Col4a3^−/−^* mice were divided into 4 groups:

(1) Treated with Vehicle (Veh).
(2) Treated with anti-miR-21 (Lademirsen).
(3) Treated with Ramipril plus vehicle (ACEi).
(4) Treated with Ramipril plus Lademirsen (ACEi-anti-miR-21).

A group of untreated wild-type (WT) *Col4a3^+/+^* control mice with a 129/SvJ background was also included in the studies. The duration of all therapies was not limited in time and lasted until the animals were found moribund or dead, and the date of the event was recorded. Four animals of each group were sacrificed at 7.5 and 9.5 weeks of age and their kidneys were further investigated using histological, immunohistological and Western blot techniques.

All animal experiments using the B6;129SvJ-*Col4*α*3^tm1Dec^* F1 model (F1-*Col4a3^−/−^*) and wild-type littermates B6;129SvJ- *Col4a3^+/+^* (WT) were conducted under protocols approved by Sanofi’s IACUC. Animals were generated as described previously [20]. The animals were fed PicoLab Rodent Diet 20 #5053 ad libitum (LabDiet, St Louis, MO, USA).

To measure the effect of Lademirsen, ACEi or the combination of both on lifespan in F1-*Col4a3^−/−^* mice, treatment was started at approximately 5 weeks of age and continued until the animals were found moribund or dead, and the date of the event was recorded. The groups were the same as for the studies performed with mice with the 129/SvJ background. Lademirsen (50 mg/kg) was administered by SC injection once weekly (QW) using 5 mL/kg injection volume to anti-miR-21 and ACEi + anti-miR-21 groups. Ramipril was provided ad libitum in drinking water at 11 mg/L to ACEi and ACEi + anti-miR-21 groups. Veh and ACEi groups received SC PBS injections of 5 mL/kg QW.

Blood was collected from WT, Veh, ACEi, anti-miR-21 and ACEi + anti-miR-21 groups at 5 (baseline), 7, 9, 11, 13 and 15 weeks of age, and from ACEi, anti-miR-21 and ACEi + anti-miR-21 groups at 17 and 19 weeks of age. For this, mice were transiently sedated under isoflurane anesthesia and approximately 200 µL blood was collected by retro-orbital eye bleed. The separated serum was assessed for renal function as described below.

To measure the effect of anti-miR-21 or ACEi on kidney pathology, determine the effect of anti-miR-21 on tissue miR-21 levels and perform kidney RNA-seq analysis, a satellite group of 8 males were treated as described above, sacrificed at 15 weeks of age and their tissues were either fixed or flash frozen.

### 2.2. Renal Function Evaluation

For the densitometric measurement of Coomassie blue-stained proteins in the urine of 129/SvJ mice, proteins were separated by 4–12% Novex Tris-Glycine PAGE (Life Technologies, Carlsbad, CA, USA), as described previously [4]. Serum samples, including blood urea nitrogen (BUN), were analyzed on a Cobas8000 Modular Analyzer Series (Roche Diagnostics, Mannheim, Germany). Renal function in the F1 model was assessed by measuring BUNas previously described [20].

### 2.3. Histology, Immunostaining and Quantitative Analysis

Kidneys from 129/SvJ mice were immersion-fixed as described previously [4]. Sections were cut to 3 µm thickness using a Reichert-Jung 2040 Autocut Microtome (Leica, Wetzlar, Germany). After fixation on glass slides, the sections were dewaxed in xylene and rehydrated in decreasing alcohol concentrations. Proteinase K was used to unmask laminin. Citrate buffer (pH 6.1) was used to unmask fibronectin. Anti-laminin 111 (ab11575, Abcam, Cambridge, UK) and anti-fibronectin (sc-6952, Santa Cruz Biotechnology, Dallas, TX, USA) antibodies were incubated overnight at 4 °C. Staining with secondary antibodies only served as negative controls. The sections were washed in TBST and incubated with a Cy3-conjugated secondary anti-rabbit antibody (611-104-122, Rockland Immunochemicals, Gilbertsville, PA, USA) or a TRITC-conjugated secondary anti-mouse antibody (T5393, Sigma-Aldrich, St. Louis, USA). After another step of washing in TBST and mounting, six different areas were documented for each kidney on a Zeiss Axiovert S100 TV microscope (Göttingen, Germany). Next, three independent, blinded volunteers scored the kidney sections as described previously [4], using a score from 0 (normal amount of laminin and fibronectin) to 3 (severely increased amount of deposition).

Kidneys from mice in the F1 model were fixed in 10% neutral-buffered formalin (Electron Microscopy Sciences, Harfield, PA, USA) for a minimum of 24 h before being embedded in paraffin. Sections were cut at a thickness of 5 µm and stained with hematoxylin and eosin (H&E), alpha smooth muscle actin (αSMA) or Masson’s trichrome. αSMA staining was performed after dewaxing and proteinase K treatment, as described for the kidney sections from 129/SvJ mice, using an αSMA antibody (M0851, Dako) followed by Rodent Block M and Mouse-on-Mouse HRP-Polymer (Biocare, MM510H) and DAB from the Bond Polymer Refine DAB Detection kit. All slides were scanned at 20X magnification using an Aperio ScanScope XT (Leica Biosystems, Wetzlar, Germany). All acquired images were evaluated for quality using the ImageScope viewer. Using the Aperio Image Analysis software (version 9.1), Genie, a pattern recognition algorithm, was applied to classify each scanned image into three categories: clear slide, tissue or other (unwanted artifacts, large vessels). A nuclear algorithm was applied to the areas previously defined as tissue by Genie. By defining the parameters that control cell segmentation and setting appropriate thresholds for positivity, the number of positive nuclei per area of analysis was calculated for each SMA; the percentages of SMA-positive nuclei were reported. For Masson’s trichrome staining, data were reported as percent blue area over total area. Histopathology scoring was performed by two independent nephropathologists who were blinded to the slide information. The pathology scoring criteria were modified from the criteria previously published by Remuzzi [21]. The scores were defined by the percentage of tissue exhibiting pathological changes out of the total reviewed area. Multiple fields were evaluated for each sample, and the mean value was used as the final score. The detailed pathological scoring criteria for glomerular and tubular pathology or interstitial inflammation and fibrosis were 0 (no pathological change was observed), 1 (lesions ≤ 25%), 2 (lesions 25–50%), 3 (lesions 50–75%) and 4 (lesions 75–100%) in the glomeruli, tubules or interstitium, respectively. F4/80 staining was performed as previously described [22].

### 2.4. Target Engagement and RNA-Seq Analyses

RNA was extracted from the kidneys of F1 model mice using a Qiagen miRNeasy kit for the target engagement studies or RNeasy for the RNA-seq analyses as described in the manufacturer’s manual. Samples were homogenized in lysis buffer using an Omni Bead Ruptor (Omni International, Kennesaw, GA, USA) set for 2 × 30 s beat cycles at 5.65 ms speed separated by a 30 s pause and then centrifuged at 15k× *g* at 4 °C.

Kidney miR-21 levels, normalized using miR-191, were measured using semi quantitative RT-PCR TaqMan assays (Assay ID 000397 and ID 000391, respectively, both from Life Technologies, Carlsbad, CA, USA). MiR-21 levels were calculated using the delta-delta CT method and expressed as a fold change relative to the WT control group ± SEM.

RNA-seq of total RNA samples was conducted using the Illumina HiSeq 2000 platform, producing 100 bp paired-end reads. All FASTQ files from the RNA-seq experiment were processed with QIAGEN OmicSoft Studio (version 9.0). Briefly, the sequence reads were mapped to the reference mouse genome (Genome Reference Consortium Build 38) by the OSA4 (OmicSoft Aligner, version 4) [23], with an average of 70 million paired-end reads aligned per library and >97% of the mapped reads in genic regions. Alignments were then quantified into FPKM (fragments per kilobase per million mapped reads) values at the gene level using the gene model from Ensembl R83 [24]. For outlier sample detection with principal component analysis (PCA) and hierarchical clustering analysis, the raw FPKM values were used directly. For differential expression analysis, Log2(FPKM + 1) values were used for one-way ANOVA on the effect of treatment with two contrasts: anti-miR-21 vs. vehicle and Ramipril vs. vehicle.

Prior to pathway enrichment analysis, the raw gene-level read counts were exported from OmicSoft Studio. The DESeq2 package (version 1.22.1) [25] within the R programming environment (version 3.5.1) was applied to generate the rankings of genes based on the differential expression patterns from three pairwise comparisons: (1) Veh vs. WT; (2) ACEi vs. Veh; and (3) anti-miR-21 vs. Veh.

Gene set enrichment analysis (GSEA) was used to identify differentially expressed pathways [26]. The GSEA analysis tool (version 3.0) was downloaded from the Broad Institute website (http://www.broadinstitute.org/gsea/index.jsp, accessed on 21 August 2018). The curated gene sets behind MetaCore pathway analysis are stored in the relational database, MetaBase (Clarivate Analytics, London, UK). MetaBase pathway gene sets (July 2018 version) were extracted with the metabaser R package (version 4.3.0), available through Sanofi-Genzyme’s subscription to the CBDD (Computational Biology Methods for Drug Discovery) program (Clarivate Analytics). More detailed examples of the naming of MetaBase pathways based on each pathway’s member genes were provided by Gomez et al. [18]. Pre-ranked GSEA was conducted with the MetaBase pathway definition file and the ranked gene lists from the DESeq2 analysis of the 3 pairwise comparisons [27].

To visualize the contributions of member genes to the most significantly regulated pathways, mean Log2(FPKM + 1) values were calculated for each gene within the four treatment groups: (1) WT, (2) Veh, (3) ACEi and (4) anti-miR-21. The expression profiles of all member genes were then plotted with the ggplot2 R package, where the genes were ordered by their mean Log2(FPKM + 1) values in the Veh group.

Data are available from the Gene Expression Omnibus with submission number GSE179938 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179938, accessed on 4 December 2021).

### 2.5. Statistics

For studies in the 129/SvJ model, statistical analysis was performed using a one-tailed Student’s T test for the comparison of proteinuria and BUN. The scoring of the histological sections was analyzed by two-way tests of variance (ANOVA). A log-rank test was used for survival analysis.

For studies in the F1 model, a log-Rank test with multiple comparisons was performed to analyze survival. Each KO group was compared to one another. A two-way ANOVA-type with the factors treatment and week (repeated) was performed on BUN. This was followed by a contrast analysis for pairwise comparison between different groups at each week. In order to confirm disease progression, a two-way ANOVA-type with the factors genotype (wildtype vs. control) and week (repeated) was also performed on BUN. This was followed by a contrast analysis between wildtype and control at each week. All analyses were performed using Everst@t version 6.1 (Sanofi’s in-house general statistical package based on SAS) and a statistical analysis system; *p*-values less than 0.05 were considered significant. For target engagement, to determine if the groups contained outliers, Dixon’s test was performed. No outliers were determined at a 1% inference level. A normality test followed by a Levene test for equal variances was further performed. Both the normality and equal variance assumptions were not violated. Therefore, the groups were compared using an unpaired Student’s t-test.

All studies reported herein adhered to good laboratory practices established by the University Medical Center Goettingen, in Goettingen, Germany and Sanofi-Genzyme, in Framingham, USA.

## 3. Results

### 3.1. Effect of ACEi, Anti-miR-21 or the Combination of Early ACEi and Anti-miR-21 on Kidney Failure and Survival of AS Mice in 129/SvJ Background

Life expectancy until renal failure is the most important clinical endpoint for humans with chronic kidney disease. The median survival time of vehicle-treated *Col4a3^−/−^* mice with the 129/SvJ background was 10 weeks (Figure 1a,b and Table S1). ACEi monotherapy with Ramipril significantly improved survival by 53% to 15.3 weeks compared to Veh (*p* < 0.05), while anti-miR-21 monotherapy improved survival by 14% to 11.4 weeks compared to Veh (*p* < 0.05). The combination therapy further improved the median survival time by 116% compared to the Veh group to 21.6 weeks, showing superiority over Ramipril and anti-miR-21 monotherapies.

Glomerular and tubular function was further evaluated by albumin and high molecular weight protein excretion quantified by densitometry analysis in 4.5-, 6.0-, 7.5- and 9.5-week-old mice. In week 7.5, albuminuria and high molecular weight proteinuria (mainly immunoglobulins) were more than 25-fold higher in Veh Alport mice compared to the wildtype mice. Compared to Veh Alport mice, anti-miR-21 monotherapy lowered high molecular weight proteinuria by more than 50%. ACEi and ACEi + anti-miR-21 lowered high molecular weight proteinuria by approximately 90% (all data compared to Veh Alport mice at week 7.5). Due to advanced kidney fibrosis and ongoing oliguric renal failure, the comparison of proteinuria in 9.5-week-old Alport mice was less meaningful. However, all treatment combinations, including anti-miR-21 monotherapy, had a substantial effect on high molecular weight proteinuria as a sign of glomerular damage. All treatment combinations with Ramipril (ACEi and ACEi + anti-miR-21) also showed a considerable effect on albuminuria (Figure 1c, Table S2).

The loss of renal function was determined by the values of blood urea nitrogen (BUN) in 7.5- and 9.5-week-old mice with different treatment modalities (Figure 1d, Table S3). The BUN in 7.5-week-old Veh Alport mice did not differ significantly from anti-miR-21-treated mice; however, anti-miR-21 therapy significantly improved BUN levels in 9.5-week-old mice. The BUN in all ACEi-treated mice (ACEi and ACEi + anti-miR-21) significantly improved compared to the Veh Alport mice. While ACEi preserved kidney function, as measured by BUN, anti-miR-21 did not provide the same protection in animals with already established disease. However, the combination of ACEi and anti-miR-21 lowered BUN values to 42.0 ± 5.4 mg/dl (7.5 weeks) and to 60.6 ± 3.6 mg/dl (9.5 weeks).

### 3.2. Effect of ACEi, Anti-miR-21 or the Combination of Early ACEi and Anti-miR-21 on Kidney Pathology in AS Mice with a 129/SvJ Background

The extracellular matrix accumulation in kidney sections from 7.5- and 9.5-week-old mice was scored in an observer-blinded manner (Figure 2a–f, Table S4). In WT mice, extracellular laminin deposition was very low, with a glomerular score of 0.5 ± 0.1 (Figure 2c) and a tubulo-interstitial score of 0.6 ± 0.1 (Figure 2f). In contrast, Veh Alport mice (Figure 2a) showed a very high deposition of laminin (glomerular and tubulo-interstitial score at week 7.5 and 9.5: *p* < 0.001 vs. WT) as did anti-miR-21-treated mice (Figure 2b). In contrast, ACEi + anti-miR-21 (Figure 2e) treatment markedly reduced the glomerular matrix accumulation by approximately 43% (*p* < 0.001 vs. Veh), as did ACEi alone (Figure 2d) (*p* < 0.001 vs. Veh). Combination therapy reduced tubulo-interstitial matrix deposition by about 40% in week 9.5 (ACEi + anti-miR-21; *p* < 0.001 vs. Veh).

Renal scar tissue formation (Figure 2g–l, Table S4) was evaluated in WT mice, n showed low glomerulosclerosis (Figure 2i) and tubulo-interstitial fibrosis scores (Figure 2l). In contrast, Veh Alport mice (Figure 2g) showed major glomerular and tubulo-interstitial scarring (*p* < 0.001 vs. WT). Anti-miR-21 (Figure 2h) significantly reduced the glomerular scar tissue formation and reduced tubulo-interstitial fibrosis (*p* < 0.001 vs. Veh). ACEi + anti-miR-21 (Figure 2k) even further reduced glomerular scarring by more than 70%. ACEi + anti-miR-21 therapy also reduced tubulo-interstitial fibrosis by more than 60%. Similarly, ACEi monotherapy reduced tubulointerstitial fibrosis (Figure 2j).

### 3.3. Effect of ACEi, Anti-miR-21 or the Combination of ACEi and Anti-miR-21 on Survival and Renal Function in Moderately Slow-Progressing Alport Mice

*Col4a3^−/−^* mice were generated as an F1 hybrid cross between 129-*Col4*α*3^tm1Dec^*/J heterozygous males and C57BL/6J *Col4a3* heterozygous females (F1-*Col4a3^+/-^*), as previously described [20]. This F1 model with intermediate severity was chosen to allow longer windows to test therapeutic interventions for AS. Anti-miR-21, ACEi or the combination of anti-miR-21 and ACEi treatments were introduced early in disease progression at 5 weeks of age, prior to manifestation of impaired kidney function with increased BUN.

The median survival time of vehicle-treated F1-*Col4a3^−/−^* male mice was 16.5 weeks. ACEi monotherapy with Ramipril significantly improved survival to 18.8 weeks (*p* = 0.0003), while anti-miR-21 monotherapy resulted in even longer survival to 21.9 weeks (*p* < 0.0001). The combination therapy further improved the median survival time to 23.6 weeks, showing superiority over both Ramipril monotherapy (*p* = 0.0002) and anti-miR-21 monotherapy (*p* = 0.0034) alone (Figure 3a,b, Table S5). To assess renal function, serum samples were collected biweekly from 5 weeks of age until the end of the study and measurements of BUN were performed. Compared with vehicle-treated F1-*Col4a3^−/−^* mice, both ACEi and anti-miR-21 therapies were effective in delaying the progression of kidney disease, which manifested as slower increases in BUN (Figure 3c, Table S6). At the doses used, anti-miR-21 was more potent than ACEi monotherapy. The combination therapy showed an additive effect on BUN levels over the anti-miR-21 monotherapy until up to approximately 19 weeks of age.

### 3.4. Effect of Anti-miR-21 or ACEi on Kidney Pathology in F1-Col4a3^−/−^ Mice

The F1 hybrid model of AS with the *Col4a3* homozygous mutation develops kidney disease with the first significant increase in renal miR-21 starting at approximately 9 weeks of age, correlated with increased BUN. By 15 weeks of age, the kidneys show increased miR-21 in cortical renal tubules [20]. A separate cohort of F1- *Col4a3^−/−^* male mice were treated with anti-miR-21 or ACEi and sacrificed at 15 weeks of age with the purpose of assessing kidney pathology. A histopathological analysis of the kidneys, including qualitative and semi-quantitative assessment of the presence of glomerular pathology, tubular pathology and interstitial inflammation and fibrosis, were conducted in an observer-blinded manner. Both treatments slowed kidney function decline, as measured by BUN, with anti-miR-21 showing better protection compared to ACEi administration (Figure 4a, Table S7).

To assess the involvement of miR-21 in the treatment effect of anti-miR-21, microRNAs were isolated from the kidney tissue and miR-21 expression was measured by qRT-PCR. MiR-21 expression was significantly increased (~7.7-fold) in vehicle F1-*Col4a3^−/−^* mice compared to WT mice (Figure 4b, Table S8). The use of ACEi monotherapy in F1-*Col4a3^−/−^* mice lead to a significant decrease in kidney miR-21 expression (~3.4-fold over WT), however, not to the extent observed with anti-miR-21 therapy, which resulted in a reduction in kidney miR-21 expression to levels that were close to those in the WT group.

The analysis of H&E-stained kidney sections from Veh F1-*Col4a3^−/−^* mice showed severe glomerular and tubular pathology, accompanied by interstitial inflammation in the renal cortex compared to WT mice (Figure 4c top panels). Semi-quantitative analyses confirmed that Veh F1-*Col4a3^−/−^* mice displayed significantly increased glomerular pathology, tubular pathology and interstitial inflammation relative to the WT group, all reaching statistical significance (*p* < 0.05) (Figure 4d, Table S9). Anti-miR-21 or ACEi therapies ameliorated renal pathology relative to Veh controls, with anti-miR-21 showing significantly improved glomerular and tubular pathology compared to the ACEi group (Figure 4c top panels, Figure 4d). Semi-quantitative analyses confirmed that anti-miR-21-treated F1-*Col4a3^−/−^* mice displayed significantly reduced glomerular pathology, tubular pathology and interstitial inflammation relative to the Veh group with *p* < 0.05 (Figure 4d, Table S9).

In comparison, ACEi-treated F1-*Col4a3^−/−^* mice only displayed a significant reduction in tubular pathology and interstitial inflammation (*p* < 0.05) compared to the Veh group, with no effect on glomerular pathology. The quantification of the number of macrophages present in kidney sections (F4/80 immunohistochemistry staining) was used to further investigate the inflammatory response. The results confirmed increased inflammation in the Veh group compared to the WT group, as well as a reduction in inflammation in both treated groups compared to Veh group (Figure S1). Masson’s trichrome-stained kidney sections showed that Veh F1-*Col4a3^−/−^* mice had moderately severe interstitial fibrosis (black arrow heads) in the renal cortex (Figure 4c, middle panels), which was significantly increased compared to the WT group with *p* < 0.05 (Figure 4d, Table S9). Anti-miR-21 or ACEi therapies showed the significant amelioration of interstitial fibrosis relative to the Veh group (Figure 4c), which was confirmed upon semi-quantitative analyses with *p* < 0.05 for both treated groups. Furthermore, anti-miR-21 treatment showed the significant amelioration of interstitial fibrosis compared to ACEi (Figure 4d, Table S9). Kidney sections from the Veh group showed an increase in αSMA labeling in the tubular and glomerular interstitium compared to the WT group. The staining of kidney sections from the anti-miR-21 or ACEi groups showed a reduction in αSMA labeling in the interstitium (Figure 4c, bottom panels). Semi-quantitative analyses demonstrated a significant increase in αSMA in Veh vs. WT, ACEi and anti-miR-21 groups (*p* < 0.05). These improvements in the microscopic renal pathology upon anti-miR-21 or ACEi therapy were correlated with an improvement in BUN data.

### 3.5. Anti-miR21 Treatment Led to Larger Magnitudes of Expression Normalization of Differentially Expressed Genes than Ramipril Treatment

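Total RNA from whole kidneys of 20 male mice was sequenced at 15 weeks of age, from 5 WT mice and from 6 Veh, 6 anti-miR-21-treated and 3 ACEi-treated F1-Col4a3−/− mice, in which the gene of the α3 chain of type IV collagen is disrupted. Treatment started at 5 weeks of age. The anti-miR-21 group received lademirsen, an oligonucleotide inhibitor of miR-21, at 50 mg/kg subcutaneously once weekly, and the Veh and ACEi groups received PBS. For the ACEi group, the paper's methods give ramipril at 11 mg/L in the drinking water, whereas the deposited library table gives ramipril at 4 mg/kg. The authors mapped the paired-end reads to the mouse genome (GRCm38) with the OmicSoft aligner. They deposited an estimated count per Ensembl gene, without normalization between libraries, and FPKM values on another gene model, mostly UCSC genes. The library table gives between 70004591 and 73294858 alignments per library. The values reported here use the estimated counts, which sum to between 28474301 and 29479629 per mouse. The median total per mouse was 29142049 in WT, 28842663 in Veh, 29063536 in the anti-miR-21 group and 28891180 in the ACEi group. The estimated counts were rounded to whole numbers and scaled between libraries with edgeR's TMM method. The 17622 genes that passed edgeR's filterByExpr for the 4 groups were tested with edgeR's quasi-likelihood test, with 1 coefficient per group over all 20 mice and Benjamini-Hochberg adjustment over the genes. A gene was called different at an adjusted p-value under 0.05. The paper's own criterion was applied to the deposited FPKM as a one-way linear model on log2(FPKM + 1), with an unadjusted p-value under 0.01 and a fold change of at least 1.2. The libraries were run on 2 flow cells, with 13 libraries on flow cell A and 7 on flow cell B, and each group had libraries on both. Mice are named by the replicate names of the library table.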

To better understand the mechanisms by which ACEi and anti-miR-21 correct the kidney defects of F1-*Col4a3^−/−^* mice, we performed next-generation RNA sequencing (RNA-seq) in kidney samples from WT, Veh, ACEi and anti-miR-21 groups at 15 weeks of age.

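Principal components were computed from the deposited FPKM of the 20 mice over the 21417 entries that varied between mice, each centred and scaled to unit variance. The paper's methods state that raw FPKM were used directly and do not say whether genes were scaled, and unit variance was chosen from the axis ranges of Figure 5a before the data were examined. The first component held 49.96% of the variance, the second 8.08% and the third 4.63%, which sum to 62.7% (jackknife standard error 1.72). The share that the paper gives for its first 3 components is lower, by more than this standard error. The choice that moved this sum most was the scaling, as the first 3 components of centred but unscaled FPKM held 98.5%. On the first component, WT mice lay at −119 ± 10.6 (SD, n = 5) and Veh mice at 138 ± 30.4 (SD, n = 6). The anti-miR-21-treated mice lay between them at −36.0 ± 32.6 (SD, n = 6) and the ACEi-treated mice at −6.17 ± 16.5 (SD, n = 3). Every WT mouse lay below every treated mouse, and every treated mouse below every Veh mouse, of which A16 was the lowest at 78.8. The ranges of the treated groups overlapped, from −79.2 to −1.27 with anti-miR-21 and from −24.9 to 6.01 with ACEi. The groups overlapped along the second component, from −56.1 to 37.2 in WT and from −102 to 55.4 in Veh.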

The first three principal components derived from the full RNA-seq data captured 53.5% of the total variance and showed good between-group separations (Figure 5a). 

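Col4a3 (ENSMUSG00000079465), the gene disrupted in the F1-Col4a3−/− mice, lies on chromosome 1 of GRCm38 from 82586921 to 82722059, and another annotated gene overlaps it. It had 217 ± 16.4 CPM (SD, n = 5) in WT and 37.8 ± 7.63 CPM (SD, n = 6) in Veh, where CPM are counts scaled to a common library total after TMM, a log2 fold change of −2.52 (standard error 0.14, adjusted p = 7.1e-12). Each of the 15 F1-Col4a3−/− mice had less than each WT mouse, at 27.9 to 74.9 CPM against 194 to 238 CPM. Genes of the Y chromosome had counts in all 20 mice and Xist had at most 23 counts in any mouse. Of the 17622 genes tested, 12867 differed between Veh and WT, 6870 higher and 5997 lower in Veh. For 54.9% of the genes tested, the CPM of the Veh mice did not overlap those of the WT mice, where chance gives 0.433%. The number of genes moved most with a filter for at least 10 counts in every sample, which tested 13897 genes and called 10687. With flow cell as a term the test called 12827 genes, 12755 of them among the 12867, and within the libraries of flow cell A it called 12015. The direction depended on the scaling. With library totals alone, 81.2% of the called genes were higher in Veh instead of 53.4%, and the median log2 fold change of all genes tested was 0.65 instead of 0.07. With upper-quartile scaling that median was 0.18. The paper's criterion on the FPKM, which are scaled by library totals alone, was met by 11732 of 21435 entries tested, 9673 higher and 2059 lower in Veh, where chance gives 214.35 at that p-value. Divided by the TMM factors, the FPKM met it for 9850 entries, 5157 higher and 4693 lower, a scaling chosen after seeing the data. The protein-coding genes past the threshold, above a mean of 1 on the log2 CPM scale and without overlap between the groups were 7783. Among them Ltbp2 rose most, from 0.658 ± 0.169 CPM (SD, n = 5) in WT to 161 ± 45.2 CPM (SD, n = 6) in Veh, and its locus overlaps another annotated gene. It was followed by Clec4n and Gabrp, whose means in WT were 0.0743 and 0.134 CPM. The first rank depended on WT mouse A17, without which the log2 fold change was 7.81 for Ltbp2 and 8.17 for Clec4n. Dnase1 fell most, by a log2 fold change of −5.95, followed by Slco1a1 and Slc22a7 at −5.50 and −5.33. The loci of Dnase1 and Slco1a1 overlap other annotated genes. Without Veh mouse A16 the log2 fold changes were −6.25 for Dnase1, −6.07 for Slco1a1 and −5.96 for Slc22a7.

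**Figure D1:**
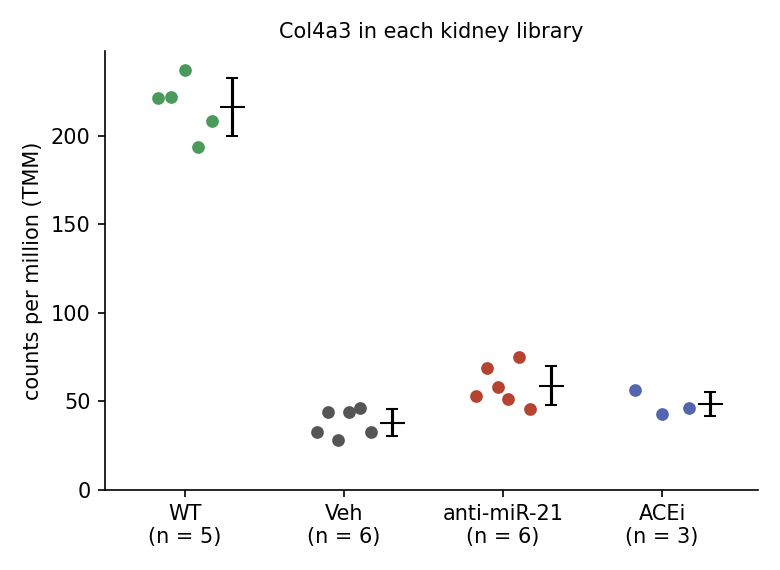
Col4a3 CPM on the vertical axis for each mouse (points) of the WT, Veh, anti-miR-21 and ACEi groups, with the mean and SD of each group beside the points. The 5 WT mice sit between 194 and 238 CPM and the 15 F1-Col4a3−/− mice between 27.9 and 74.9 CPM.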

With a fold-change threshold of ±1.2 and a *p*-value cutoff of 0.01, one-way ANOVA revealed 11,258 differentially expressed genes when comparing the Veh and WT groups (not shown). 

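Between the 6 anti-miR-21-treated and the 6 Veh mice, 10439 genes differed by edgeR's quasi-likelihood test, 5072 higher and 5367 lower under anti-miR-21. The number was 10390 with flow cell as a term and 9852 within flow cell A. For 36.4% of the genes tested the CPM of the groups did not overlap, against 0.216% by chance. With each mouse left out in turn, between 9655 and 10354 genes differed. The share of higher genes was 48.6% with TMM scaling and 20.0% with library totals alone, for which the median log2 fold change of all genes was −0.38. On the FPKM, the paper's criterion was met by 9334 entries, 1795 of them higher and 7539 lower under anti-miR-21. Divided by the TMM factors, the FPKM met it for 7232 entries, 3536 higher and 3696 lower. Genes were ranked among protein-coding genes past the threshold of edgeR's test, with a mean of at least 1 log2 CPM and groups that do not overlap. Dnase1 rose most, from 16.9 ± 10.8 CPM (SD, n = 6) in Veh to 516 ± 249 CPM (SD, n = 6), a log2 fold change of 4.94 (standard error 0.43, adjusted p = 4.5e-08 from the same test). Cyp2d12 and Hpd, whose loci overlap other annotated genes, followed with log2 fold changes of 4.39 and 4.28. This order depended on Veh mouse A16, without which the log2 fold changes were 5.64 for Cyp2d12, 5.26 for Dnase1 and 4.88 for Hpd. Aldh1a3, Igfbp2 and Fndc1 fell most, with log2 fold changes of −3.85, −3.48 and −3.26. The Veh values of Aldh1a3 ranged from 3.50 CPM in A9 to 94.9991 CPM in A1, and with 1 mouse left out its log2 fold change lay between −4.07 and −2.98.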

When comparing anti-miR-21-treated and Veh mice, 9,404 genes showed differential expression (Figure 5b). 

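Between the 3 ACEi-treated and the 6 Veh mice, 7076 genes differed by edgeR's test, 3704 higher and 3372 lower under ACEi. With flow cell as a term 6576 genes differed, and without mouse A13 the number was 4979. Flow cell A held 1 ACEi library, so the test was not run within it. The CPM of the groups did not overlap for 38.6% of the genes, against 2.38% by chance. With library totals alone, 20.5% of the called genes were higher under ACEi instead of 52.3%. The genes named next were ranked among protein-coding genes past the threshold, with a mean of at least 1 log2 CPM and groups that do not overlap. Ren1, which encodes renin, rose most, from 29.8 ± 5.72 CPM (SD, n = 6) in Veh to 515 ± 79.9 CPM (SD, n = 3), a log2 fold change of 4.11 (standard error 0.19, adjusted p = 6.1e-11). Slco1a1 and Dnase1 followed with log2 fold changes of 3.83 and 3.62. Hp, Igfbp2 and Msln fell most, with log2 fold changes of −4.37, −2.92 and −2.87. Hp in Veh was 189, 162 and 107 CPM in A1, A4 and A9, and from 6.66 CPM in A20 to 11.2 CPM in the others. A1, A4 and A9 had adipocyte marker scores (mean log2 CPM over 6 genes) of 3.68 to 4.33, against −3.04 to −0.50 under ACEi. Anti-miR-21 mouse A12, with a score of 3.74, had 14.8 CPM of Hp. Adipose tissue in those Veh samples thus cannot be told apart from an effect of ACEi on Hp. Without A1 the log2 fold change was −3.89 for Hp and −2.18 for Msln. Genes left out of the ranking because their groups overlapped could fall further, such as Plin1 with a log2 fold change of −5.75. The adipocyte markers as a list had a median of −4.90 under ACEi. On the FPKM as deposited, the paper's criterion was met by 7117 entries under ACEi, 1410 higher and 5707 lower. Divided by the TMM factors, the FPKM met it for 5168 entries under ACEi, 2675 higher and 2493 lower. Of these, 3902 were among the 7117. The overlap of the treatments was counted on the FPKM as deposited, where 6705 or 94.2% of the 7117 entries also met the criterion under anti-miR-21. Of the shared entries, 6702 changed in the same direction under both treatments and 6640 changed opposite to the difference between Veh and WT. The authors' table marks 1962 of them as confounded with other genes. Because both treatments are compared with the same Veh mice, some overlap arises without any treatment effect. In 20 rounds of simulated groups without a treatment effect, 6.5 entries were shared on average and 7.05% of the ACEi entries were shared. Each entry was drawn independently in these rounds, which leaves out that genes change together from mouse to mouse. Without a treatment effect, the overlap and the shares in real mice could therefore vary more widely than in these rounds. Across all entries, which are not independent replicates, the correlation of the log2 fold changes under the 2 treatments was 0.94, against a mean of 0.41 in those rounds. The share of anti-miR-21 entries that changed opposite to the difference between Veh and WT was 99.7%, against 54.8% in those rounds.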

ACEi treatment resulted in 6869 differential genes, 6416 of which also appeared in the list from the anti-miR-21 treatment group (Figure 5b), indicating that the two treatments modulate many common pathways. The hierarchical clustering of these 6416 treatment-related differential genes highlighted the transcriptional responses to the drug treatments. Three of the six anti-miR-21-treated and one of the three ACEi-treated F1-*Col4a3^−/−^* mice responded to the treatment in a manner that brought the overall expression profiles close to that of the WT animals. 

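The place of each treated mouse between the Veh and WT groups was measured on genes that the treated mice had no part in choosing. In a fit of the WT and Veh mice alone, 12051 genes differed, 6514 higher and 5537 lower in Veh. The recovery of a mouse is the median over these genes of its distance on the log2 CPM scale from the Veh mean, as a percentage of the distance from the Veh mean to the WT mean. Among the anti-miR-21-treated mice it was 43.4% in A8, 47.4% in A2, 50.0% in A10, 63.5% in A15, 64.8% in A12 and 75.7% in A22. Among the ACEi-treated mice it was 41.2% in A23, 42.1% in A11 and 50.7% in A13. WT mice held out of the choice of genes and of the axis lay between 91.5% and 107%, and held-out Veh mice between −6.82% and 19.2%. No treated mouse reached the range of the WT mice, and each lay above the range of the Veh mice. Computed within each flow cell alone, the recovery of the anti-miR-21-treated mice ranged from 43.0% in A10 to 75.7% in A22, and that of the ACEi-treated mice from 34.1% in A11 to 44.6% in A23.

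**Figure D2:**
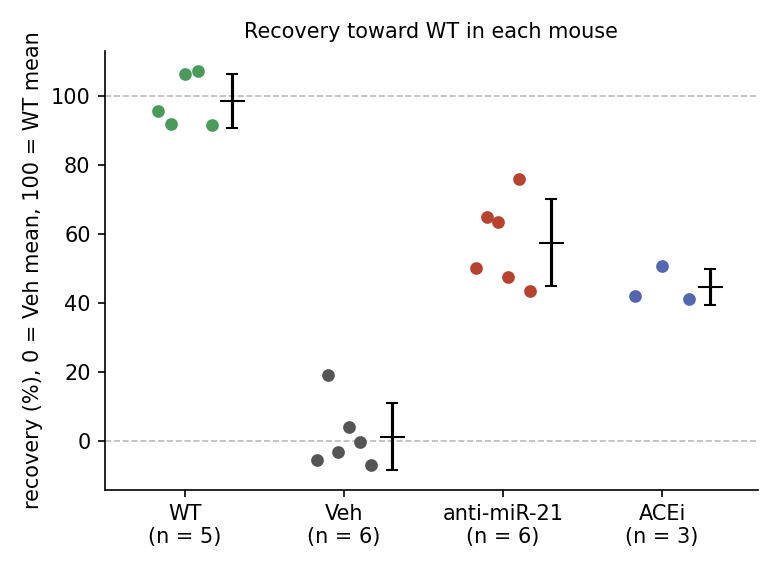
Recovery toward WT in percent on the vertical axis for each mouse (points) by group, where 0 stands for the mean Veh profile and 100 for the mean WT profile, with the mean and SD of each group beside the points. The anti-miR-21-treated mice spread from 43.4% to 75.7% and the ACEi-treated mice from 41.2% to 50.7%.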

For most of the differentially expressed genes, anti-miR-21 treatment led to larger magnitudes of normalization toward WT levels than did ACEi treatment (Figure 5c).

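The mean recovery toward WT was 57.5% ± 12.5 (SD, n = 6) under anti-miR-21 and 44.7% ± 5.25 (SD, n = 3) under ACEi. The difference of 12.8 percentage points was within the spread of the mice (two-sided exact permutation test, p = 0.155, where the 84 ways to divide the 9 treated mice allow a smallest p of 0.0119). It was 16.3 percentage points in flow cell A, which held 1 ACEi mouse, and 5.00 percentage points in flow cell B, which held 1 anti-miR-21 mouse. The group mean moved further toward WT under anti-miR-21 than under ACEi for 9293 of the 12051 genes, or 77.1%. Such a share was not rare among the other divisions of the mice (two-sided exact permutation test, p = 0.286), since the genes change together from mouse to mouse. Of the shared entries that met the paper's criterion, 5340 or 79.6% had the larger fold change under anti-miR-21. In the direct comparison of the treatments by edgeR, 103 genes differed, 64 higher and 39 lower under anti-miR-21, and 2562 had an unadjusted p-value under 0.05. The choice that moved this number most was the test, as DESeq2 called 435 genes. With each treated mouse left out in turn the number was lowest without A23, at 21, and highest without A8, at 94 higher and 120 lower genes. Without A10, A15 and A22 it was 65, 42 and 50, and without A11 and A13 it was 25 each. With flow cell as a term 101 genes differed, 73 of them among the 103. For 8.99% of the genes the groups did not overlap, against 2.38% by chance. Genes were ranked with the same limits as in the other comparisons. Fgfbp3, Id4 and Serpina1a were the genes that were higher under anti-miR-21 by most, with log2 fold changes of 1.37, 1.14 and 1.14. Ren1, Ctxn3 and Mfap4 were lower by most, with log2 fold changes of −2.67, −1.89 and −1.78. The loci of Id4, Ctxn3 and Mfap4 overlap other annotated genes. Over the fits that each left out 1 mouse, the adjusted p-value rose to at most 0.0811 for Fgfbp3 without A13, and to at most 0.147 for Id4, 0.261 for Serpina1a and 0.163 for Ctxn3 without A23, while that of Ren1 stayed at or under 2.2e-06 and that of Mfap4 at or under 0.00404.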

### 3.6. Anti-miR-21, but Not ACEi, Significantly Normalized Gene Expression Patterns in Renal Tubulointerstitial Fibrosis

A major limitation of many pathway overrepresentation analysis (ORA) methods (e.g., Ingenuity and MetaCore pathway analyses) is that they do not indicate which phenotype (condition) is associated with each overrepresented pathway [28]. The gene set enrichment analysis (GSEA) algorithm is a representative functional class scoring (FCS) method that overcomes this limitation [29].

All genes in a transcriptome are ranked by their correlation with one of the two phenotypes in a given pairwise comparison; then, the list is compared to sets of genes in a pathway database, linking pathway enrichment to a phenotype. More highly correlated genes in a given pathway would lead to a larger absolute value of the normalized enrichment score (NES) and a smaller significance *p*-value based on the null distribution of the Kolmogorov–Smirnov statistic [26]. GSEA of F1-*Col4a3^−/−^* renal transcriptomes compared with WT using the MetaBase pathway database identified “renal tubulointerstitial injury” (defined through studies of lupus nephritis) as one of the most significantly upregulated pathways. 

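The members of the “renal tubulointerstitial injury” gene set were taken from the 74 gene symbols on the axis of Figure 6, of which 67 passed the count filter. Of these, 64 were higher in Veh than in WT and the median log2 fold change was 2.75. The gene set was higher in Veh by limma's camera with a preset correlation between genes of 0.01 (adjusted p = 2.1e-16 over 8 set tests). Adjusted over the list alone, 64 genes differed, and 63 differed when adjusted over all genes tested. The study selected this gene set on the same mice, so the first count is not independent evidence. With the correlation between genes estimated from the data, which was 0.272 for these genes, none of the 8 set tests passed the threshold, and the adjusted p of this one was 0.154. Under limma's fry all of them passed except the comparison of the treatments on oxidative phosphorylation genes. In pre-ranked GSEA with fgsea, on genes ranked by the DESeq2 Wald statistic of the 2 groups, 73 of the symbols were ranked, with an enrichment score of 0.835 and an NES of 2.62. Ranked by the DESeq2 log2 fold change instead, the enrichment score was 0.760, the largest move among the alternatives.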

Pathways associated with immune responses and cytokine-induced fibroblast/myofibroblast migration were also upregulated in Alport mouse kidneys compared to WT (Table 1). 

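Transcripts of immune cells and fibroblasts were summarised with short lists of marker genes. All 6 macrophage markers were higher in Veh than in WT, with a median log2 fold change of 4.37, a range from 3.98 to 4.93 and adjusted p-values under the threshold in edgeR's test. All 5 T cell markers were higher, with a median of 3.53, and 4 of 5 markers of B and plasma cells, with a median of 1.71. All 5 fibroblast markers were higher, with a median of 2.03 and a range from 1.68 to 2.20. Adgre1 (ENSMUSG00000004730), which encodes the macrophage antigen F4/80, rose from 3.30 ± 0.983 CPM (SD, n = 5) in WT to 53.1 ± 6.71 CPM (SD, n = 6) in Veh. Acta2 (ENSMUSG00000035783), which encodes αSMA, rose from 67.5 ± 14.0 CPM (SD, n = 5) to 177 ± 36.7 CPM (SD, n = 6). The median of each of these lists was above 0 with TMM, with upper-quartile scaling and with library totals alone. In WT, 1 of the 5 T cell markers and 3 of the 5 markers of B and plasma cells had at least 1 CPM, and all macrophage and fibroblast markers did. The values come from whole kidney, so they do not separate the number of cells from the expression per cell.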

Among the pathways most significantly downregulated in F1-*Col4a3^−/−^* kidneys, the suppression of oxidative phosphorylation and mitochondrial function were the most prominent (defined through studies of neurodegenerative diseases).

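Nuclear genes of the oxidative phosphorylation complexes were chosen by their symbols, which gave 83 protein-coding genes in the test. Of these, 79 were lower in Veh than in WT and the median log2 fold change was −1.17. The set was lower in Veh by camera (adjusted p = 2.5e-20), and 82 of the 83 genes differed, both adjusted over the list alone and adjusted over all genes. The correlation between these genes estimated from the data was 0.691, under which the adjusted p was 0.154. With library totals alone the median was −0.59, so the direction held while the size depended on the scaling. Genes of the mitochondrial genome held 13.1% of the counts in WT and 7.04% in Veh, with ranges over the mice of 12.1% to 13.9% and 5.95% to 8.14%.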

To better understand the mechanisms of action of anti-miR21 and ACEi in the Alport mouse kidneys, we also conducted GSEA pathway analysis on the renal transcriptomes from the Veh, anti-miR-21 or ACEi groups (Table 2 and Table 3). “Renal tubulointerstitial injury” was the MetaBase pathway most downregulated by anti-miR-21 treatment (Table 3), while its downregulation by ACEi was only ranked at No. 24 among the MetaBase pathways (data not shown). Both ACEi and anti-miR-21 were able to reverse-modulate other top-ranking pathways regulated by Alport pathogenesis, including “oxidative phosphorylation” and “mitochondrial dysfunction” (Table 2 and Table 3).

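Between anti-miR-21-treated and Veh mice, 62 of the 67 tested genes of the tubulointerstitial list were lower under anti-miR-21, with a median log2 fold change of −0.85. Between ACEi-treated and Veh mice, 64 were lower under ACEi, with a median of −0.50. By camera the list was lower under both treatments, with adjusted p-values of 7.0e-12 under anti-miR-21 and 1.4e-07 under ACEi. By fry these values were 3.6e-07 and 0.00136, and with the estimated correlation between genes they were 0.154 and 0.157. Under anti-miR-21, 56 of the genes differed adjusted over the list alone and 55 adjusted over all genes tested. Under ACEi these numbers were 40 and 38. The difference between the treatments was tested directly. The list was lower under anti-miR-21 than under ACEi by camera (adjusted p = 5.9e-13) and by fry (adjusted p = 0.0108), but not with the estimated correlation (adjusted p = 0.154), with a median of −0.33 and 61 genes lower. Of single genes, 14 differed between the treatments adjusted over the list alone, 1 higher and 13 lower under anti-miR-21, and 2 adjusted over all genes, 1 higher and 1 lower. The enrichment score was −0.751 with an NES of −2.58 under anti-miR-21, and −0.724 with an NES of −2.58 under ACEi. On a ranking by log2 fold change these enrichment scores were −0.656 and −0.535, with an NES of −2.31 and −1.75. The NES was −2.86 and −2.76 on a ranking by edgeR, and −2.99 and −2.85 on genes passing filterByExpr. The licensed pathway sets were not available, so no rank among pathways was computed.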

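The 83 oxidative phosphorylation genes had a median log2 fold change of 0.79 under anti-miR-21 and of 0.57 under ACEi, each against Veh, and 80 of them were higher under each treatment. By camera the adjusted p-values were 6.4e-23 and 1.35e-20, and by fry 3.6e-07 and 0.000141. With the estimated correlation both were 0.154. Adjusted over all genes tested, 80 genes differed under anti-miR-21 and 75 under ACEi, and 81 and 78 did so adjusted over the list alone. In the direct comparison, 82 genes were higher under anti-miR-21 than under ACEi, with a median of 0.22. This difference passed the threshold by camera (adjusted p = 1.9e-14) but not by fry (adjusted p = 0.0732) or with the estimated correlation (adjusted p = 0.188), and no single gene passed it, while 2562 of all genes tested had an unadjusted p-value under 0.05. Genes of the mitochondrial genome held 11.1% of the counts under anti-miR-21 and 10.1% under ACEi, with overlapping ranges of 9.45% to 12.6% and 9.49% to 10.5%.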

Given the functional relevance of the “renal tubulointerstitial injury” pathway, we further examined its member gene expression profiles in all four groups of mouse kidneys. The upregulation of this pathway in Alport mouse kidneys appeared to be driven by TGFβ1 (Tgfb1), fibronectin (Fn1), vimentin (Vim), multiple isoforms of α and β integrins (Itga1, Itgb1, and Itgb2) and fibrogenic collagens (Col1a1, Col1a2, Col3a1). 

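All 9 genes had adjusted p-values under the threshold between Veh and WT by edgeR, and for each of them every Veh mouse lay above every WT mouse. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) had 15.6 ± 3.83 CPM (SD, n = 5) in WT and 105 ± 11.0 CPM (SD, n = 6) in Veh, a log2 fold change of 2.75 (standard error 0.16, adjusted p = 9.8e-12). Fn1 (ENSMUSG00000026193) rose from 32.7 ± 13.9 to 515 ± 85.4 CPM, a log2 fold change of 3.98 (standard error 0.26). Vim rose by a log2 fold change of 2.92. The integrins differed in size, with log2 fold changes of 0.78 for Itga1, 0.81 for Itgb1 and 3.69 for Itgb2. The paper's text names Itga1, while the axis of Figure 6 shows Itgal and Itga4 and not Itga1. Itgal had a mean log2(FPKM + 1) of 0.41 in WT, 2.02 in Veh, 1.32 under anti-miR-21 and 1.79 under ACEi. Col3a1 (ENSMUSG00000026043) had the largest change, from 58.5 ± 23.4 to 1414 ± 196 CPM, a log2 fold change of 4.59 (standard error 0.30, adjusted p = 4.9e-11), beside 4.36 for Col1a1 and 3.82 for Col1a2. The loci of Fn1, Itga1, Col1a2 and Col3a1 overlap other annotated genes, between which the authors' quantification could have split reads. Under anti-miR-21, all 9 genes were lower than in Veh and past the threshold, with log2 fold changes from −2.25 for Col3a1 to −0.40 for Itga1. Under ACEi, 7 were lower and past it, with log2 fold changes from −1.31 for Col3a1 to −0.51 for Itgb2. Itga1 (−0.11, adjusted p = 0.405) and Itgb1 (−0.20, adjusted p = 0.0926) were not, although Itgb1 passed in 3 alternatives, at adjusted p-values of 0.0466 with DESeq2, 0.0413 with only the 2 groups and 0.0262 with upper-quartile scaling. The call of Fn1 under ACEi depended on A11, without which its adjusted p-value was 0.0595. That of Itgb2 (adjusted p = 0.0351) was lost with flow cell as a term (0.0504) and without any 1 of A4, A9, A16, A19, A20, A11 and A13, with values from 0.0547 without A20 to 0.176 without A11. In the direct comparison of the treatments, none of the 9 genes passed the threshold by edgeR, although all 9 were lower under anti-miR-21. The smallest adjusted p-value was that of Col1a1, at 0.0772 for a log2 fold change of −0.91, and without A8 it was 0.0288. With DESeq2, Col1a1 (adjusted p = 0.0126) and Col3a1 (adjusted p = 0.0414) passed it.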

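For each mouse, log2(FPKM + 1) was averaged over the 68 genes of the tubulointerstitial list in the FPKM table. This score was 2.20 ± 0.14 (SD, n = 5) in WT, 4.43 ± 0.07 (SD, n = 6) in Veh, 3.49 ± 0.24 (SD, n = 6) under anti-miR-21 and 3.81 ± 0.07 (SD, n = 3) under ACEi. Under anti-miR-21 it was lower by a difference of −0.32 from ACEi (two-sided exact permutation test, p = 0.0357). The ranges of 3.18 to 3.77 and of 3.77 to 3.89 nearly met, at 3.765 in A8 under anti-miR-21 and 3.766 in A11 under ACEi. Without A12, A15, A22, A11 or A13 the p-value was 0.107, and without A23 it was 0.143, while the difference stayed between −0.38 and −0.26. For single genes, the mean moved further from Veh toward WT under anti-miR-21 than under ACEi for 60 of 67 genes and under ACEi for 7. Since the genes vary together, such a count was common when the treated mice were divided otherwise (two-sided exact permutation test, p = 0.381). On the log2 CPM scale the count was 68 of 73 (p = 0.0952 by the same exact test). Within flow cell A, where A23 was the only ACEi-treated mouse, it was 60.

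**Figure D3:**
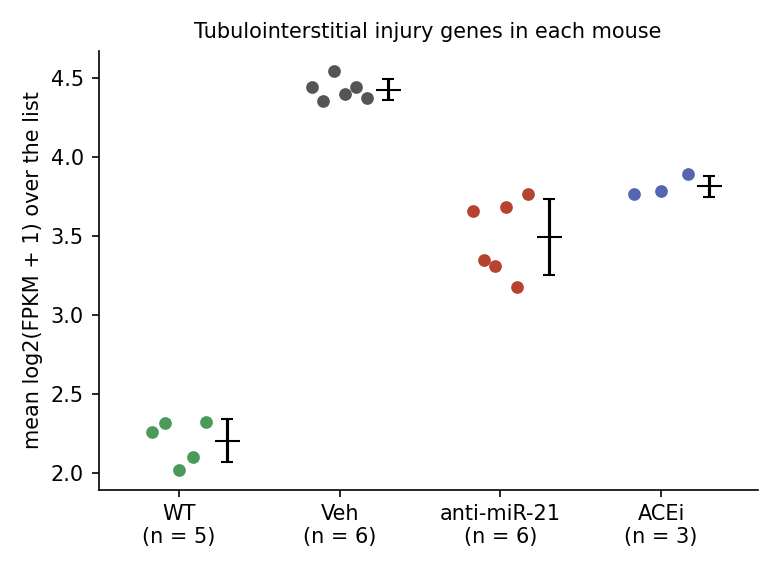
Mean log2(FPKM + 1) over the 68 genes of the tubulointerstitial list on the vertical axis for each mouse (points) by group, with the mean and SD of each group beside the points. The anti-miR-21-treated mice lie between 3.18 and 3.77 and the ACEi-treated mice between 3.77 and 3.89, both between WT and Veh.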

Anti-miR-21 consistently showed larger magnitudes of expression reversal towards WT mice than ACEi did (Figure 6). In addition, anti-miR-21 also attenuated the downregulation of genes in the mitochondrial function pathway to a greater extent than ACEi did (Figure 7).

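Figure 7 draws 65 genes of the pathway, for which Table 1 gives 91, and the values here cover only the genes drawn. Their mean log2(FPKM + 1) was 7.31 ± 0.09 (SD, n = 5) in WT, 6.65 ± 0.13 (SD, n = 6) in Veh, 7.14 ± 0.09 (SD, n = 6) under anti-miR-21 and 7.00 ± 0.04 (SD, n = 3) under ACEi. The difference of 0.13 between the treatments was not past the threshold (two-sided exact permutation test, p = 0.0714), and the ranges of 7.02 to 7.25 and 6.96 to 7.04 overlapped. For the 64 genes that were lower in Veh than in WT, the mean moved further toward WT under anti-miR-21 than under ACEi in 64 of 64 (two-sided exact permutation test, p = 0.0238). On the log2 CPM scale with TMM the same count had an exact permutation p of 0.202. Within flow cell A the count was 55, with A23 as the only ACEi-treated mouse. With 1 mouse left out the count stayed between 61 and 64, and the exact p-value was above 0.05 without A2, A12, A22, A11 or A13, with values from 0.0714 without A22 to 0.25 without A11.

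**Figure D4:**
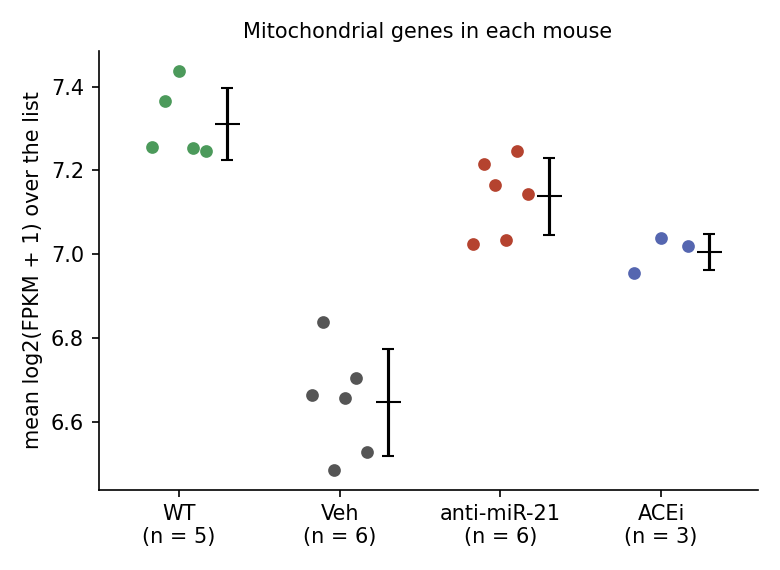
Mean log2(FPKM + 1) over the 65 genes of the mitochondrial list on the vertical axis for each mouse (points) by group, with the mean and SD of each group beside the points. The anti-miR-21-treated mice lie between 7.02 and 7.25 and the ACEi-treated mice between 6.96 and 7.04.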

## 4. Discussion

Our experiments demonstrated that human patients with AS and progressive disease despite RAAS blockade may benefit from anti-miR-21 therapy in addition to high-dose ACE inhibition. Two different targets of add-on therapy with anti-miR-21 were identified: (1) the glomerular and (2) the tubulointerstitial compartment of the kidney. We postulated that in Alport pathogenesis, the inability of the podocyte to produce α3/4/5 (IV) collagen results in an overreaction of the podocyte, causing further glomerular damage. Calming of the podocyte via its local RAAS system by ACE inhibitors [4] or the loss of type IV collagen receptors [20] delays damage in AS. Similarly, anti-miR-21 may reduce the oxidative stress of the podocyte, as miR-21 targets the redox metabolic pathway, which correlates with oxidative kidney damage [15,18]. The preservation of glomerular function by anti-miR-21 and ACEi + anti-miR-21 is in line with the reduction in high molecular weight proteinuria.

Anti-miR-21 therapy further protected the tubulointerstitial compartment from scar-tissue formation. The anti-miR-21 tested here is a 19-base oligonucleotide with phosphorothioate (PS) inter-nucleotide links and 2-methoxyethyl or constrained ethyl base modifications. The addition of these PS modifications increases protein binding, which reduces renal clearance. The kidneys and liver are the major sites of accumulation of the compound; in the kidney, the compound is mostly accumulated in the renal tubule epithelium [18]. The majority of renal accumulation occurs through uptake in the capillary network, as shown for phosphorothioated-derived oligos [30]. In Alport pathogenesis, the weakened GBM causes progressive albuminuria and may enable anti-miR-21 compounds to pass the GBM barrier and enhance uptake in tubular cells. Therefore, the albumin-binding of anti-miR-21 compounds might be an advantage in chronic kidney diseases. Regardless of the ultimate mechanism of uptake, the tubule epithelia have the highest levels of uptake and are in the greatest need of protection from damage in AS [2,13]. Interestingly, our RNA-seq data showed a superior capability of anti-miR-21 at the doses tested during the course of these studies (when compared to ACEi) to normalize profibrotic and inflammatory pathways towards the wildtype level. We performed GSEA pathway analysis to better understand the effects of ACEi and anti-miR-21 on the renal transcriptome in the context of our F1 Alport mouse model. The comparison of F1-*Col4a3^−/−^* kidneys with WT kidneys revealed many similar top-ranking pathways to an earlier study of 129/SvJ *Col4a3^−/−^* mice using MetaCore pathway analysis [18]. A key finding of the current analysis was that the “renal tubulointerstitial injury” pathway, which is upregulated in F1-*Col4a3^−/−^* mice and includes several genes involved in kidney fibrosis, such as Tgfb1, fibronectin, vimentin, integrins and collagens, was differentially affected by anti-miR-21 and ACEi treatments. There was a higher level of expression normalization seen with anti-miR-21 compared with ACEi, which suggests a mechanistic difference between the two treatments. There were many pathways that were normalized towards WT levels by both anti-miR-21 and ACEi treatments, suggesting that perhaps they influence some common key regulators. Such was the case with the “mitochondrial dysfunction” pathway; however, closer analysis revealed that even in this case, at the doses tested here, anti-miR-21 had a stronger effect than ACEi on the expression levels of the genes involved in this pathway. While RNA-seq and GSEA were not performed for the combination treatment of ACEi and anti-miR-21, since many of the pathways identified for the individual treatments were common and considering the additive effects of the treatments on clinically relevant markers in two models of different severity and at different dosages, the combination treatment likely allows further expression normalization of the genes involved in the individual pathways to levels that could not be achieved with the maximum dose of an individual treatment. It is important to acknowledge that both preclinical animal models, the fast-progressing and the intermediate-progressing, were used independently in order to inform the clinical setting for the ongoing HERA clinical trial (https://clinicaltrials.gov/ct2/show/NCT02855268, accessed on 4 December 2021). In the context of the Alport patient group (Alport Syndrome Foundation) serving as sponsor of this preclinical study, we intended to enrich the planning of the clinical trial in humans. This also explains the different experimental settings used by both groups, including the lower dose of Ramipril used in the intermediate model.

Our study was able to demonstrate that anti-miR-21 can act as an additive to RAAS blockade to improve outcomes in Alport syndrome. Ramipril is known to delay glomerular and tubulointerstitial fibrosis and to prolong lifespan in Alport mice [4] as well as in humans [10]. For this reason, in the rapid progression model, we used early-on therapy with the maximum tolerated dose of ACEi in 129/SvJ background mice before initiating the anti-miR-21 therapy. Compared to previous reports, the anti-miR-21 monotherapy was applied quite late in the course of Alport disease in the rapid animal model [18], with 6-week-old mice corresponding to chronic kidney disease (CKD) stage CKD-2 or -3 in human Alport patients [10]. This point in time of overt proteinuria is the most relevant for the initiation of nephroprotective therapy in all other chronic kidney diseases leading to progressive fibrosis. While the effect of anti-miR-21 monotherapy on the lifespan of Alport mice until death from end stage renal failure was limited, anti-miR-21 monotherapy still showed a profound effect on renal function (BUN). Due to the rapid rate of progression to end stage renal disease in this model, it is possible that it could not significantly improve survival when administered alone, while still working synergistically to improve the effects of early-start ACEi therapy. In the slower progressing F1 mouse model, anti-miR-21 was applied early in the course of the disease, and in this case kidney pathology, function and survival were all significantly improved. Anti-miR-21 therapy initiated even later in the disease progression in this slower model was shown to be protective, although to a lesser extent [20]. This supports the further investigation of the administration of anti-miR-21 therapy early in AS disease progression.

## 5. Conclusions

In conclusion, adding anti-miR-21 to early ACEi therapy (anti-miR-21 + ACEi) delayed the progression of renal fibrosis and prolonged lifespan. Our study gives evidence of the nephroprotective effect of anti-miR-21 added to early-on ACE inhibition. Taken together with our previous report that miR-21 expression was found to be significantly elevated in kidney specimens from patients with AS and correlated with increased proteinuria, decreased renal function and the increased severity of kidney pathology [20], anti-miR-21 presents a promising new therapy for patients with AS, and is currently being investigated in the HERA trial (https://clinicaltrials.gov/ct2/show/NCT02855268, accessed on 4 December 2021). The mouse data presented in this manuscript give reason to hope that the combination of ACE inhibition and the inhibition of miR-21 will be synergistic. Therefore, this effect may further delay renal failure in humans over that previously observed with ACE inhibition alone, and could become an important piece of long-term therapy for AS [31].

## Figures and Tables

**Figure 1:**
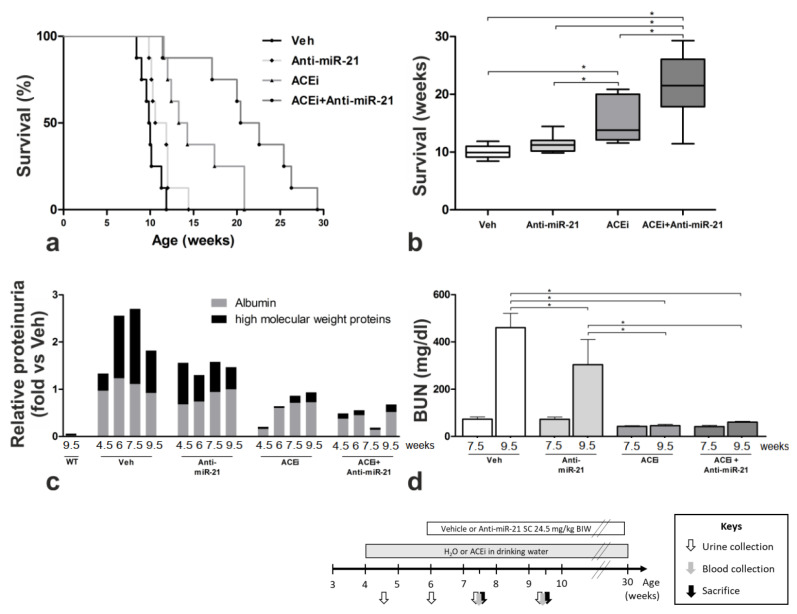
Effect of anti-miR21 on top of pre-emptive ACEi therapy in Alport mice of 129/SvJ genetic background (see schematic illustration of animal study design). (**a**) Lifespan of Alport mice displayed as a Kaplan–Meier-survival curve (*n*= 8) and (**b**) as a box plot (*n*= 8). (**c**) Proteinuria (*n* = 3) and (**d**) blood urea nitrogen (BUN) in different stages of progressive renal disease (anti-miR-21 *n* = 2; all other groups *n* = 3; data displayed as mean ± SEM). The excretion of albumin and high molecular weight proteins represents the glomerular damage due to the GBM-defect in Alport syndrome. BUN correlates inversely to renal function and was close to normal values in ACEi and ACEi + anti-miR-21-treated Alport mice. * *p* < 0.05.

**Figure 2:**
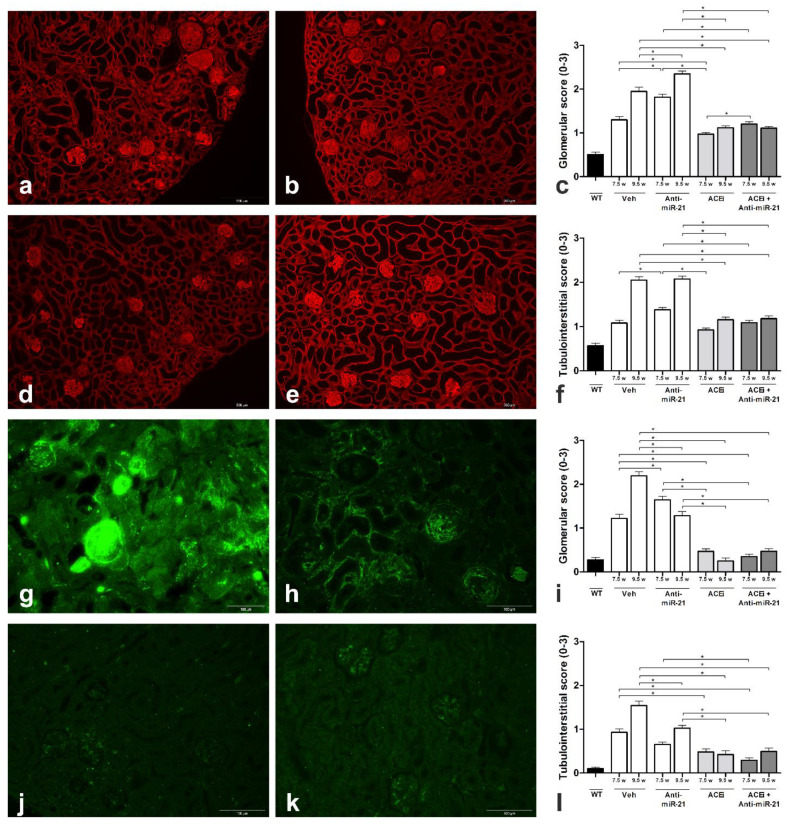
(**a**–**f**) Glomerular and tubulo-interstitial accumulation of extracellular matrix shown by immunofluorescence staining of laminin 111. At 9.5 weeks of age, Veh (**a**) and anti-miR-21-treated Alport mice (**b**) displayed severe glomerular and tubular matrix deposition. ACEi (**d**) and ACEi + anti-miR-21-treated Alport mice (**e**) had fairly preserved glomerular and tubulointerstitial architecture. Score of glomerular (**c**) and tubulo-interstitial (**f**) extracellular matrix accumulation. (**g**–**l**) Glomerular and tubulo-interstitial scar tissue formation represented by immunofluorescence staining of fibronectin. At 9.5 weeks of age, Veh Alport mice (**g**) had severe glomerular and tubular scarring. Anti-miR-21-treated Alport mice (**h**) showed significantly reduced scar tissue formation at the latest stage (9.5 w). ACEi-treated Alport mice (**j**) and ACEi+ anti-miR-21-treated Alport mice (**k**) had a glomerular fibrosis score close to the wildtype controls and an almost preserved tubulointerstitial architecture. Score of glomerular scar tissue formation (**i**) and tubulo-interstitial fibrosis (**l**). The magnification was 200X. WT—wildtype; *n* = 3; data displayed as mean ± SEM; * *p* < 0.05.

**Figure 3:**
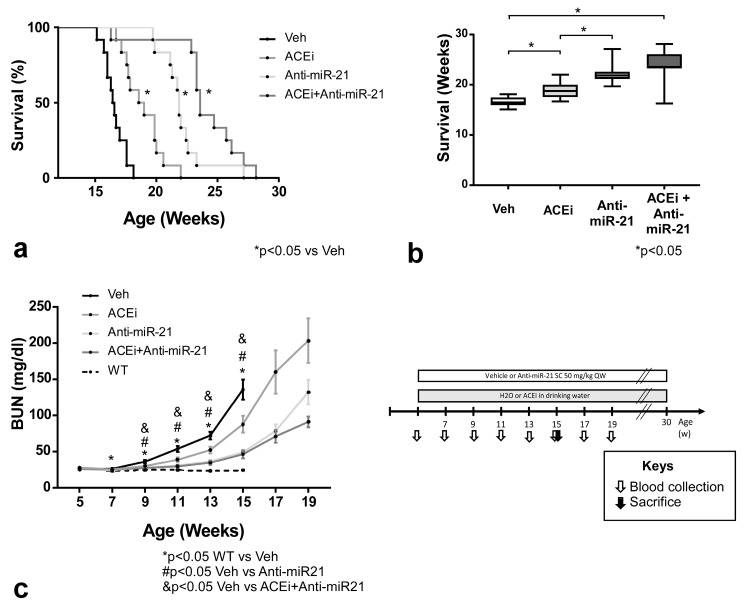
Effect of ACEi, anti-miR-21 or the combination of ACEi and Anti-miR-21 on survival, renal function and kidney miR-21 levels in F1-Col4a3^−/−^ male mice (see schematic illustration of study design). (**a**) Kaplan–Meier survival curve of Veh, ACEi, anti-miR-21 or ACEi + anti-miR-21-treated F1-Col4a3^−/−^ mice. Treatment was initiated at 5 weeks of age, *n* = 12. * *p* < 0.05 by log-rank test vs. Veh group. (**b**) Median survival shown as a box-plot graph. * *p* < 0.05. (**c**) Mean serum BUN ± SEM over time in WT, Veh, ACEi, anti-miR-21 and ACEi + anti-miR-21 groups. *p* values as shown in figure legend.

**Figure 4:**
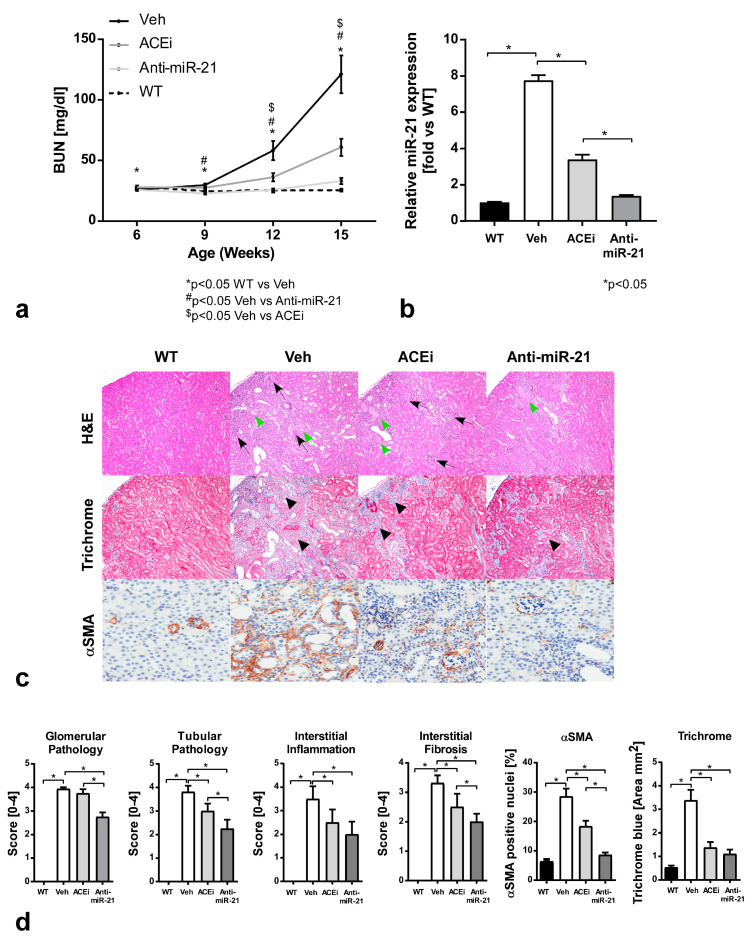
Effect of ACEi or anti-miR-21 on renal pathology and miR-21 expression in F1-*Col4a3^−/−^* male mice. (**a**) Mean serum BUN ± SEM over time in WT, Veh, ACEi and anti-miR-21 groups. *p* values as shown in figure legend. (**b**) Relative miR-21 expression measured by quantitative RT PCR in whole kidney of WT controls and F1-*Col4a3^−/−^* mice Veh, ACEi and anti-miR-21 groups. *n* = 6–7 * *p* < 0.05. (**c**) Representative kidney histopathology sections from WT and F1-*Col4a3^−/−^* mice treated with Veh, ACEi and anti-miR-21. Top—hematoxylin and eosin staining (H&E) showing tubular pathology (atrophy degeneration/regeneration represented by black arrows and intratubular protein casts by green arrows); middle—Masson’s trichrome staining (trichrome), blue Masson’s staining indicates interstitial fibrosis, marked by black arrowheads; bottom—αSMA staining showing SMA (brown) deposition in the interstitium. (**d**) Scores for glomerular pathology, tubular pathology, interstitial inflammation and interstitial fibrosis were determined as described in the Materials and Methods section. αSMA and trichrome quantitation were expressed as the percentage of positive cells relative to the nuclei and total surface area in mm^2^, respectively. * *p* < 0.05, as noted in figure.

**Figure 5:**
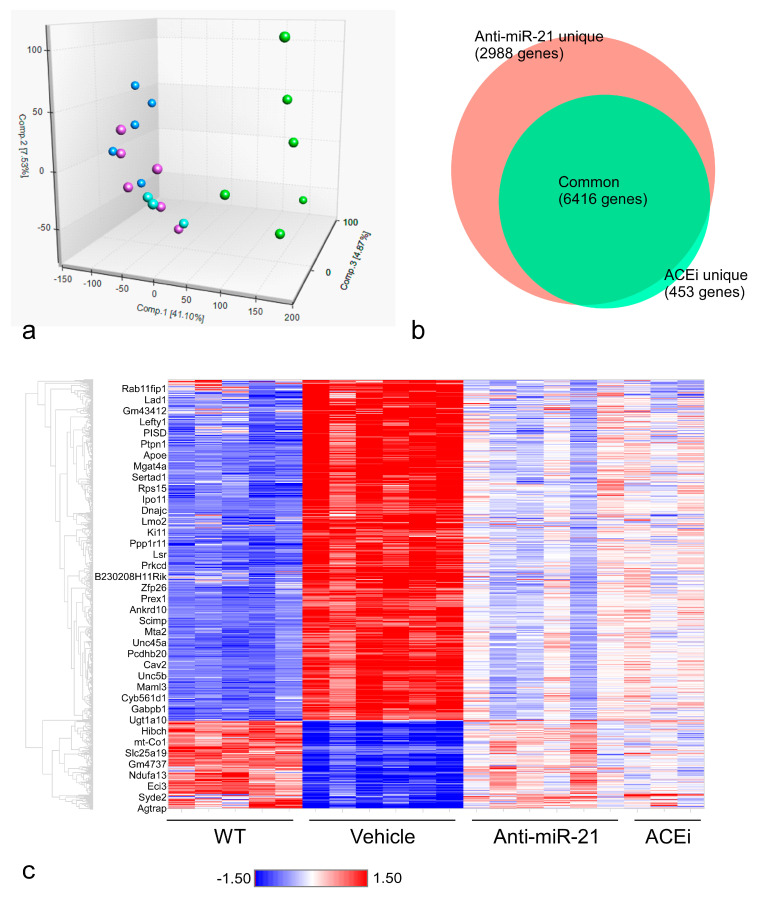
Renal transcriptomic analysis of wild-type and F1-*Col4a3^−/−^* mice. (**a**) Distribution of mouse kidney samples using the first three principal components computed from the RNA-seq FPKM data. Each dot represents one mouse sample, color-coded according to the genotype and treatment group (blue: WT controls; green: vehicle-treated F1-*Col4a3^−/−^*; purple: anti-miR-21-treated F1-*Col4a3^−/−^*; cyan: ACEi-treated F1-*Col4a3^−/−^*). (**b**) Venn diagram of the number of differentially expressed genes in F1-*Col4a3^−/−^* mice from the pairwise comparisons of “anti-miR-21 vs. Veh” and “ACEi vs. Veh”. (**c**) Hierarchical clustering of 6416 common treatment-related differential genes across all mouse kidney samples in the study. Kidney samples represented by columns of the clustering heatmap are sorted by the grouping of corresponding genotype and treatment (same color code as in panel (**a**)).

**Figure 6:**
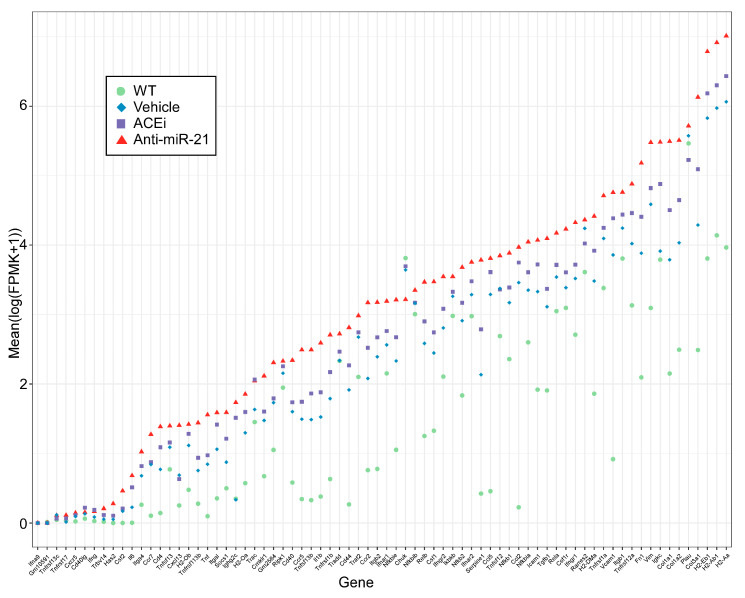
Member gene expression profiles from the MetaBase pathway “Renal tubulointerstitial injury in lupus nephritis” (curated by Clarivate Analytics). The Y axis represents Log2(FPKM + 1) values in each of the four animal groups and the genes on the X axis are ordered by their mean expression values in the vehicle-treated F1-*Col4a3^−/−^* group.

**Figure 7:**
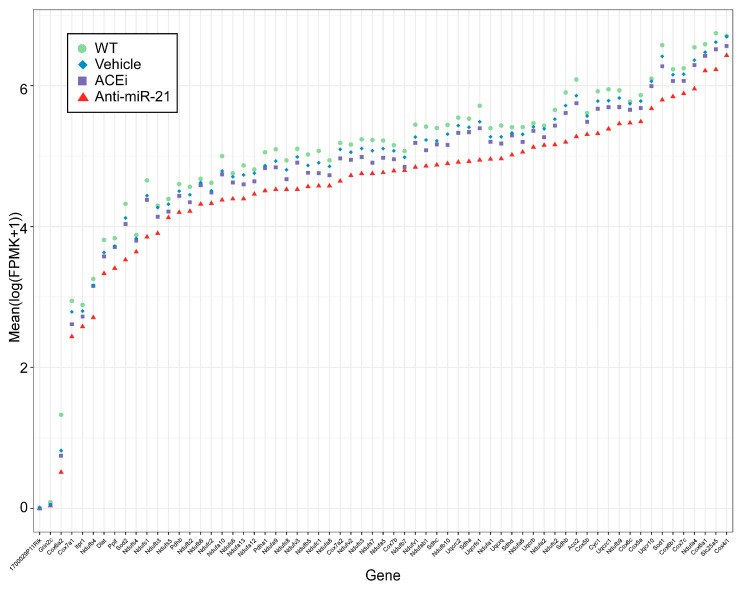
Member gene expression profiles from the MetaBase pathway “Mitochondrial dysfunction in neurodegenerative diseases” (curated by Clarivate Analytics), with the same plotting parameters as in Figure 6.

**Table 1:** The most significantly regulated pathways from GSEA of Veh compared with WT mouse kidneys.

Top 5 Upregulated Pathways in Alport Mice	Size	ES	NES
Immune response: T-cell co-signaling receptors	62	0.81	2.28
Chemokines in inflammation in adipose tissue and liver	50	0.82	2.28
Renal tubulointertitial injury in lupus nephritis	74	0.78	2.24
Breakdown of CD4 and T cell peripheral tolerance in type 1 diabetes mellitus	70	0.77	2.22
Cytokine-induced fibroblast/myofibroblast migration and extracellular matrix production	42	0.82	2.21
**Top 5 Downregulated Pathways in Alport Mice**	**Size**	**ES**	**NES**
Oxidative phosphorylation	77	−0.84	−3.35
Ubiquinone metabolism	38	−0.84	−2.87
Mitochondrial dysfunction in neurodegenerative diseases	91	−0.67	−2.74
Mechanism of Pioglitazone/Rosiglitazone/Metformin cooperative action in type 2 diabetes mellitus	46	−0.75	−2.73
Glycine, serine, cysteine and threonine metabolism	39	−0.77	−2.70

**Table 2:** The most significantly regulated pathways from GSEA of ACEi compared with Veh-treated F1-Col4a3^−/−^ mouse kidneys.

Top 5 Pathways Downregulated by ACEi	Size	ES	NES
Wnt signaling in gastric cancer	59	−0.74	−2.33
Stem cells: embryonal epaxial myogenesis	45	−0.77	−2.32
Development: regulation of lung epithelial progenitor cell differentiation	61	−0.72	−2.32
Inhibition of oligodendrocyte precursor cell differentiation by wnt signaling	44	−0.77	−2.32
Deregulation of canonical wnt signaling in major depressive disorder	53	−0.74	−2.31
**Top 5 Pathways Upregulated by ACEi**	**Size**	**ES**	**NES**
Oxidative phosphorylation	77	0.84	2.84
Ubiquinone metabolism	38	0.84	2.56
Butanoate metabolism	24	0.90	2.48
Mitochondrial dysfunction in neurodegenerative diseases	91	0.70	2.42
Mechanism of Pioglitazone/Rosiglitazone/Metformin cooperative action in type 2 diabetes mellitus	46	0.78	2.40

**Table 3:** The most significantly regulated pathways from GSEA of anti-miR-21 compared with Veh-treated F1-Col4a3^−/−^ mouse kidneys.

Top 5 Pathways Downregulated by Anti-miR-21	Size	ES	NES
Renal tubulointertitial injury in lupus nephritis	74	−0.71	−2.24
Development: regulation of epithelial-to-mesenchymal transition (EMT)	88	−0.67	−2.24
TH2 cytokine- and TNF-alpha-induced profibrotic response in asthmatic airway fibroblasts/myofibroblasts	63	−0.7	−2.21
Immune response: T-cell co-signaling receptors	62	−0.7	−2.21
WNT signaling in proliferative-type melanoma cells	60	−0.71	−2.21
**Top 5 Pathways Upregulated by Anti-miR-21**	**Size**	**ES**	**NES**
Oxidative phosphorylation	77	0.86	3.16
Mechanism of Pioglitazone/Rosiglitazone/Metformin cooperative action in type 2 diabetes mellitus	46	0.83	2.81
Ubiquinone metabolism	38	0.87	2.77
Mitochondrial dysfunction in neurodegenerative diseases	91	0.73	2.74
Butanoate metabolism	24	0.86	2.51

## Data Availability

Please send any additional requests to the corresponding author. RNA sequencing data are available from the Gene Expression Omnibus with submission number GSE179938 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179938).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11040594/s1, Table S1 to S9, Figure S1: Analysis of F4/80+ nuclei from WT, Veh, ACEi and anti-miR-21 kidney sections. The number of F4/80-positive nuclei per square mm were quantitated in all animals. **p* < 0.05 as noted.

How the deposited data were processed for this re-analysis (not part of the article)

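Kidney RNA of 20 male mice at 15 weeks of age was sequenced as paired-end reads, from 5 WT, 6 Veh, 6 anti-miR-21-treated and 3 ACEi-treated mice, and each library was assigned to its group by the replicate name in the deposited library table. The library table and the FPKM table hold 3 further libraries that could not be matched to a mouse of these groups, and these were not used. The replicate names are unique to each mouse and pair no mice.

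The authors aligned the reads to GRCm38 with the OmicSoft aligner and, as deposited, gave an estimated count (expected count) for each of 47069 Ensembl genes, without normalization between libraries. Of the positive count values made by the authors' quantification 28.0% are not whole numbers, and the counts were rounded before testing. A count above 0 in any mouse was present for 27671 genes, 98.8% of genes carry a symbol, and the genes without one hold 0.0919% of the counts. The authors also deposited FPKM values for 33368 entries, normalized by them for length and library total, of which 30470 come from UCSC genes, 1187 from miRBase, 37 from Ensembl and 1674 name no model. The authors marked 9870 FPKM entries as confounded with other genes, 11908 were 0 in all 20 mice, and 561 symbols have several entries. The FPKM column of each of the 20 mice was most like its own count column. Totals of counts on genes per mouse had a median of 29026772. A gene with at most 3 counts in every library of a group was treated as at the floor.

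Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15) and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM scaling, with Benjamini-Hochberg adjustment and a threshold of 0.05. The log2 CPM used a prior count of 2. DESeq2 1.42.0 served as an alternative and for the rankings of fgsea 1.28.0, which used 10000 permutations and seed 1. Sets of genes were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, adjusted over 8 set tests. Plots were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The paper's criterion was applied to log2(FPKM + 1) with p under 0.01 and a fold change of at least 1.2. The paper's text names DESeq2 for the rankings but not the ranking statistic, and the Wald statistic was used. Differences between the treatments in recovery, scores and reversal were tested with exact two-sided permutation tests over the 84 divisions of the 9 treated mice.

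The tubulointerstitial and mitochondrial lists were read from the axes of Figures 6 and 7. The oxidative phosphorylation genes were chosen by symbol before the data were examined. A restriction to protein-coding genes was then added, and Sdha to Sdhd and Cyc1 were read as exact symbols. Marker lists were written for adipocytes, adrenal gland, B and plasma cells, collecting duct, distal tubule, endothelium, erythroid cells, fibroblasts, macrophages, pancreas, podocytes, proximal tubule, T cells, thick ascending limb and tubule injury. No marker is in another list or in the lists of the paper. Genes were named if the paper names them, if they are the knockout target, genes of the sex chromosomes or genes of the stained proteins, or if they were among the 3 that rose and the 3 that fell most in a comparison, among protein-coding genes past the threshold, with a mean of at least 1 log2 CPM and groups that do not overlap.

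The alternatives were the test, the scaling, the filter, the pseudocount, flow cell as a term, each flow cell alone, only the groups compared and each mouse left out in turn. The main settings, the alternatives and the rule for named genes were fixed before the data were examined. FPKM recomputed from the counts, FPKM divided by the TMM factors and an adipocyte score as a term were chosen after seeing the data. The edgeR test was not run within flow cell A for comparisons with ACEi, which has 1 library there. The licensed pathway sets were not available, so pathway ranks were left out.

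The steps were tested on simulated data with 200 changed genes of 17513. The edgeR test recovered 99% of them between Veh and WT, 99.5% between anti-miR-21 and Veh and 81% between ACEi and Veh, and 4.35%, 4.33% and 4.71% of its calls were unchanged genes. For DESeq2 9.17%, 6.60% and 10.3% of the calls were unchanged genes, above the 5% set by its threshold. With no gene changed, edgeR called 0 genes in each comparison. The simulated genes were drawn independently and few were changed, whereas 12867 of 17622 genes were called between Veh and WT. These rates therefore do not cover changes that broad, their effect on the scaling, or genes that vary together.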

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

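The tests of a WT mixture in A16, of the flow cells and of further adipose genes for the adipocyte markers and of the flow cells for Ren1 were chosen only after the results were seen. In 192 tests, of 64 measures in each of the WT, Veh and anti-miR-21 groups, 8 held a mouse far from the others, where chance gives 9.6, so the single values that follow are no more than chance gives.

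Veh mouse A16 lay apart from the other Veh mice on the first principal component at 78.8, against 135 to 159. It was also apart in Slco1a1 at 35.1 CPM, against 5.47 to 12.4 CPM, and in Cyp2d12 at 13.0 CPM, against 0.221 to 3.92 CPM. A mixture with RNA of a WT mouse would need a share of 26.4% to give its place on the component, and Col4a3 would then stand at 84.3 CPM. It stood at 43.7 CPM, within the 27.9 to 46.3 CPM of the other Veh mice, which argues against such a mixture. A20, on the same flow cell, lay at 135. Milder disease in this mouse stays open and was not tested.

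The other mice apart from their group were anti-miR-21 mouse A8 in Rxra at 128 CPM (others 145 to 153), WT mouse A3 in Dnase1 at 1489 CPM (others 812 to 1008), anti-miR-21 mouse A2 in Aldh1a3 at 3.47 CPM (others 1.28 to 2.00), Veh mouse A1 in Msln at 23.0 CPM (others 2.45 to 8.85) and WT mouse A18 in Id4 at 24.2 CPM (others 16.6 to 17.8). The loci of Dnase1 and Id4 overlap other annotated genes. No biological explanation was tested for these values.

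Adipocyte markers, which the paper does not report on, stood high in some libraries. The mean score was 4.33 in Veh mouse A4, 4.08 in A1 and 3.68 in A9, and 3.74, 2.32 and 1.44 in anti-miR-21 mice A12, A15 and A8, against −2.21 to 0.76 in WT. The most abundant marker in WT, Cfd, had 5.54 CPM there, and 3 of the 6 markers had at least 1 CPM in WT. A candidate explanation is adipose tissue in the kidney samples. Of 10 further adipose genes 7 followed the score within the Veh and anti-miR-21 groups with a correlation above 0.669, the limit that 95% of the other genes stayed under, and Lpl, Scd1 and Aoc3 did not. The mean of Car3 was 152 CPM in the 6 high libraries, 12.3 CPM in the other 6 of these groups and 51.3 CPM in WT. This does not separate tissue around the kidney from adipocytes within it. The labels of all 20 libraries describe extraction from adipose tissue, whereas the paper names kidney, and being alike they do not set the high libraries apart. All 6 high libraries were on flow cell A, while 7 of its 13 libraries were at or below the highest library of flow cell B, so a preparation batch tied to the flow cell cannot be told apart from dissection. Against such a batch as the whole cause stands Veh mouse A16 on flow cell B, which had 4 of the 6 markers above every WT mouse at a score of 0.68, but it is a single library. Hp in Veh was 189, 162 and 107 CPM in A1, A4 and A9 and at most 11.2 CPM in the others. With the adipocyte score as a term, an alternative chosen after seeing the data, 12859, 10712, 6575 and 102 genes differed between Veh and WT, anti-miR-21 and Veh, ACEi and Veh, and the treatments, of which 12449, 10349, 5876 and 66 were among the genes called without it.

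Ren1, which the paper does not report on, had a mean of 515 CPM in the ACEi mice, against 41.7 to 98.2 CPM in WT. The lowest ACEi mouse, A23 on flow cell A, had 453 CPM, and A11 and A13 on flow cell B had 488 and 605 CPM, which argues against a difference between the flow cells. An effect of ACEi on renin transcripts may explain it, as a hypothesis found and tested on the same mice, and contamination from other tissue was not tested.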

How the results depend on the processing

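No test in this part was chosen only after the result was seen, but 3 alternatives were, FPKM recomputed from the counts, FPKM divided by the TMM factors and the adipocyte score as a term. Of 176 values of results that answer a comparison, 152 kept their direction and side of the threshold or stayed within the set range, 10 were weaker, 1 was stronger and 13 moved. Of 372 values with 1 mouse left out, 353 did so, 11 were weaker, 1 was stronger and 7 moved. The cause of the changes listed here was not tested, except that fewer genes or mice are tested under some settings.

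The 103 genes that differed between the treatments were 435 with DESeq2, 66 without a filter and 155 with at least 10 counts in every sample, and from 21 to 2.1e+02 across the fits that each left out 1 mouse, lowest without A23 and highest without A8, with 94 higher and 120 lower. The variance in the first 3 components was 98.5% without scaling, 87.7% on unscaled log2 values, 77.7% with FPKM of at least 1 and 54.8% with recomputed FPKM. The recovery under ACEi was 50.0% on the shared genes of the paper's criterion, 37.0006% as a projection and 38.0% in flow cell B, where that under anti-miR-21 was 43.0%. The share of genes with larger recovery under anti-miR-21 was 78.6% in flow cell A and 61.1% in flow cell B.

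With the estimated correlation between genes, the adjusted p of the set tests was 0.154 in 6 of 8 tests, 0.157 for the tubulointerstitial list under ACEi and 0.188 for oxidative phosphorylation between the treatments, for which fry gave 0.0732. The mitochondrial reversal was 64 genes on the log2 CPM scale, with an exact p of 0.202, and from 61 to 64 genes across the fits that each left out 1 mouse, where A2, A12, A22, A11 and A13 each decided the call. The difference in tubulointerstitial score was from −0.38 to −0.26 across such fits, and A12, A15, A22, A11, A13 and A23 each decided the call. For genes with a miR-21 site between the treatments, p was from 0.0387 without A12 to 0.280. Near Col4a3, p was 0.0497 with a stricter adjusted p of 0.01.

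Among single genes, 14 changed with another setting and 18 with 1 mouse left out. Those that reversed had changes near 0. Ddx3y between anti-miR-21 and Veh was −0.0050 with DESeq2, −0.0025 with flow cell as a term, −0.075 with upper-quartile scaling and −0.026 to 0.045 with 1 mouse left out, and between ACEi and Veh −0.021 with upper-quartile scaling. Kdm5d was −0.060 between ACEi and Veh with upper-quartile scaling, and −0.016 to 0.064 between Veh and WT with 1 mouse left out. Acta2 between the treatments was 0.0034 with flow cell as a term and −0.14 to 0.020 with 1 mouse left out. Adgre1 between ACEi and Veh had an adjusted p of 0.0639 with flow cell as a term and of up to 0.232, without A13. With 3 ACEi mice, the smallest p of a permutation test between the treatments was 0.0119.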

Differences from the paper's values

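No test was chosen for this part after the result was seen, but the 5 genes read from the figures were, after about 15 genes were looked at. Enrichment scores and NES counted as different beyond their jackknife error, and other numbers only if they also differed by more than 1.5-fold. The variance in the first 3 components, 62.7% (jackknife standard error 1.72), was within that fold. It was above the paper's share by more than its standard error. The enrichment score of the tubulointerstitial list was 0.835 between Veh and WT against the paper's 0.78, and −0.751 between anti-miR-21 and Veh against the paper's −0.71. Of the alternatives set before the data were examined, only the genes passing edgeR's filterByExpr closed both gaps, at 0.797 and −0.704. Rankings by the DESeq2 log2 fold change (0.760 and −0.656) and by edgeR (0.837 and −0.748), and the fits that each left out 1 mouse (0.8285 to 0.852 and −0.765 to −0.746), did not. The NES was 2.62 and −2.58 against the paper's 2.24 and −2.24, and none of the alternatives set before the data were examined closed either gap, with 2.45 and −2.31 on log2 fold changes, 2.79 and −2.86 with edgeR and 3.02 and −2.99 with filterByExpr.

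The series labelled anti-miR-21 in Fig. 6 stands at about 5.2 for Fn1 and about 6.1 for Col3a1, read by eye, against 3.11 and 3.91 here on the natural log scale, or 4.48 and 5.65 on log2. No alternative set before the data were examined applies to these values. The caption of Fig. 6 gives log2, and the values of H2-Aa, Vim and Cox4i1 match only on the natural log scale. For H2-Aa, Fig. 6 shows about 4.0 in WT, about 6.1 in the series labelled vehicle, about 6.4 in ACEi and about 7.0 in the series labelled anti-miR-21, against 4.03 in WT, 7.08 in Veh, 6.50 in ACEi and 6.13 under anti-miR-21 here. For Vim, Fig. 6 shows about 3.1, about 4.6, about 4.8 and about 5.5 in that order, against 3.17, 5.57, 4.90 and 4.65. For Cox4i1, Fig. 7 shows about 6.7, about 6.7, about 6.6 and about 6.4, against 6.81, 6.53, 6.67 and 6.80. In these 3 genes the series labelled vehicle and anti-miR-21 are exchanged relative to the values here, less closely so for Fn1 and Col3a1. The caption of Fig. 6 states that genes are ordered by Veh. The Veh values here follow its axis order with a Spearman correlation of 0.994 across genes, against 0.985 for ACEi and 0.965 for anti-miR-21. Veh was highest for 63 of 68 genes of Fig. 6. For the axis order of Fig. 7 the correlations were 0.936 for Veh, 0.930 for ACEi and 0.931 for anti-miR-21, which hardly separates the groups.

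A heading of the paper gives the tubulointerstitial change to anti-miR-21 and not to ACEi, while its text also reports a decrease under ACEi at a lower rank. Here that list was lower under ACEi by camera (adjusted p = 1.4e-07, median log2 fold change −0.50, 64 of 67 genes lower), although not with the estimated correlation (adjusted p = 0.157). The paper states that the reversal was consistently larger under anti-miR-21, and here it was for 60 of 67 genes. The paper's text names Itga1 as a member, while the axis of Fig. 6 shows Itgal and Itga4.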

Other observations

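The tests of abundant genes and of erythroid markers were chosen only after the results were seen. Among other splits of the mice, 1 of 100 splits drawn gave as many genes as the real one between Veh and WT, the real one itself, and so did 1 of 100 between anti-miR-21 and Veh and 1 of 84 between ACEi and Veh. Between the treatments 2 of 84 splits did, and the other gave 1289 genes against 103, with 3 of the 6 anti-miR-21 mice in its larger group.

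Most entries past the paper's criterion were higher in Veh than in WT. With the 10 most abundant genes left out of the library totals, the median log2 fold change was 0.55, against 0.66 with all genes, which argues against these genes as the whole cause. With 100 and 1000 genes left out it was 0.40 and 0.24. Broader shifts in composition stay open.

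Oxidative phosphorylation genes were lower in Veh. A loss of tubule cells that is equal in all segments would lower the markers of each segment alike. The median log2 fold change was −1.004 for the thick ascending limb and −2.53 for the proximal tubule. It was −1.56 for the distal tubule and −0.77 for the collecting duct. These values argue against an equal loss as the whole cause. A loss of cells that differs between segments stays open, since the median fell in each segment and whole kidney does not separate cell number from expression. A change specific to the proximal tubule may contribute and stays open, as the list for the limb has 4 markers. Erythroid markers had a median of −4.25, and −3.71 with library totals alone, which argues against the scaling as the cause. Blood left in the vessels was not tested.

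Against WT, the other lists had medians in Veh of 4.31 for tubule injury, 3.71 for adipocytes, 0.59 for podocytes, 0.40 for endothelium, −0.19 for adrenal gland with 2 of 5 markers tested and −1.80 for pancreas with 1 of 5 tested. In WT, at least 1 CPM was reached by 4 of 5 tubule injury markers, 1 adrenal and 1 pancreas marker, and by all markers of podocytes (6), endothelium (5), proximal tubule (10), distal tubule (4), thick ascending limb (4), collecting duct (6) and erythroid cells (5). The median of the adrenal list was above 0 with library totals alone.

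Within 10 Mb of Col4a3, 74 of 168 genes differed from WT alike in all knockout groups, or 44.0%, against 36.8% elsewhere (Fisher's exact test, two-sided, p = 0.0539), and 6.13% of windows held as many. A strain variant linked to the knockout allele cannot be told apart from other causes, since the window and the genotype coincide. Ccl20, chosen after its values were seen, had 0 CPM in WT and 1.76, 1.85 and 1.91 CPM in Veh, anti-miR-21 and ACEi mice.

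Of 15287 genes with an annotated 3′ UTR, 347 hold an 8-mer miR-21 site (ATAAGCTA). Their mean log2 fold change between the treatments was 0.02, against −0.04 for others (camera, adjusted p = 0.135). None of 200 shuffled seeds had as high a mean statistic (0 of 200), and 4 of 200 did against Veh (camera, adjusted p = 0.135). Relief of repression by miR-21 may explain it, but the camera p-values are not past the threshold. In simulated data with no gene changed, 182 of 200 shuffled seeds were as high against ACEi and 17 of 200 against Veh. With a 7-mer match 1 of 200 and 5 of 200 shuffled seeds were as high, and the adjusted p-values of camera were 0.809 and 0.492. Mir21a had 0 counts in all 20 mice, so miR-21 itself was not measured.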
